# Nr0b1 is a negative regulator of *Zscan4c* in mouse embryonic stem cells

**DOI:** 10.1038/srep09146

**Published:** 2015-03-16

**Authors:** Setsuko Fujii, Satomi Nishikawa-Torikai, Yoko Futatsugi, Yayoi Toyooka, Mariko Yamane, Satoshi Ohtsuka, Hitoshi Niwa

## Abstract

*Nuclear receptor subfamily 0, group B, member 1* (*Nr0b1*, also known as *Dax1*) is regarded as an important component of the transcription factor network that governs pluripotency in mouse embryonic stem (ES) cells. Here we generated inducible knockout ES cells for *Nr0b1* using the Cre-*loxP* system and analyzed its precise function. We succeeded in establishing the *Nr0b1*-null ES cells and confirmed their pluripotency by showing their contribution to chimeric embryos. However, they proliferated slowly with over-expression of 2-cell stage specific transcripts including *Zscan4c*, which is known to be involved in telomere elongation in ES cells. We revealed that over-expression of *Zscan4c* prevents normal self-renewal by inducing arrest at G2 phase followed by cell death and that Nr0b1 directly represses the *Zscan4c* promoter. These data indicated that *Nr0b1* is not essential to maintain pluripotency but is involved in the proper activation of 2-cell specific transcripts for self-renewal.

*Nr0b1* (also known as *Dosage-sensitive sex reversal-adrenal hypoplasia congenital on the X-chromosome gene-1: Dax1*) is a unique member of the nuclear family because it lacks the DNA binding domain and works to modulate the function of other nuclear receptors^1^. It has been well analyzed that *Nr0b1* is involved in germ cell development^2^,^3^. *Nr0b1* is expressed at a high level in ES cells but not in epiblast stem cells (EpiSCs), suggesting the role in the naïve state of pluripotency^4^. The expression of *Nr0b1* is regulated by the LIF signal via Jak-Stat3 pathway^5^ as well as by Oct3/4^5^, Nanog^6^, Nr5a2^6^ and Esrrb^7^. Conversely, Nr0b1 binds to Oct3/4 to inhibit its transcriptional activity and the over-expression of *Nr0b1* induces differentiation toward trophectoderm as in the case of *Oct3/4* knockout^8^. It was also reported that Nr0b1 interacts with Esrrb to inhibit its transcriptional activity^7^. Interestingly, while the biochemical analyses suggested that Nr0b1 interacts with Nr5a2 to suppress its function^9^,^10^, it was also demonstrated that Nr0b1 cooperates with Nr5a2 and Steroid receptor RNA activator 1 (Sra1) to activate the *Oct3/4* promoter^11^. What happens if *Nr0b1* function is eliminated in ES cells? *Niakan et al* reported that either knock-down of *Nr0b1* by siRNA or knock-out of *Nr0b1* by the Cre-*lox* system induces differentiation of ES cells^12^. This is consistent with the second report by *Khalfallah et al* showing that siRNA-mediated knock-down of *Nr0b1* causes multi-lineage differentiation^13^. However, in both cases, the primary effect of the withdrawal of *Nr0b1* on the pluripotency-associated transcription factor network was not well analyzed. Here we generated an inducible knockout ES cell line of *Nr0b1* with the Cre-*lox* system to examine its precise role to regulate the transcription factor network. Our data indicated that *Nr0b1* is dispensable for maintaining pluripotency but is involved in the transcriptional regulation of 2-cell specific genes in ES cells.

## Results

### Establishment of inducible knockout ES cell lines for *Nr0b1*

The *Nr0b1* gene consists of 2 exons (Fig. 1a). It has been reported that the deletion of exon 2 results in functional ablation. We made a knockout vector in which two *loxP* sites were inserted in intron 1 and the 3′ of exon 2, with a *PGKpac*Δ*tkpA* cassette flanked by *Frt* sites inserted adjacent to the 5′ end of the 3′ *loxP* site (Fig. 1a). The linearized knockout vector was introduced into male ES cells by electroporation followed by the selection with puromycin. As a result we obtained multiple clones with correct homologous recombination event confirmed by combinations of long-range genomic PCR (Fig. 1b), designated as *Nr0b1^flFrt/Y^* ES cells. Then the expression vector of the FLP recombinase (FLPe)^14^ was transiently transfected by lipofection followed by the selection with gancyclovir, resulting in the generation of ES cells in which the *PGKpac*Δ*tkpA* cassette was excised, designated as *Nr0b1^fl-/Y^* ES cells. Then the piggy-bac vectors for constitutive expression of hormone-inducible Cre (*MerCreMer*)^15^ and *Egfp* were introduced into the *Nr0b1^fl-/Y^* ES cells to obtain inducible *Nr0b1* knockout (*Nr0b1^KO/Y^*) ES cells.

The *Nr0b1^fl-/Y^* ES cells carrying *MerCreMer* and *Egfp* continued self-renewal as wild-type ES cells and contributed to chimeric embryos after blastocyst injection (see below). When these ES cells were treated with 4-hydroxy tamoxifen (Tx) to activate the Cre recombinase for 2 days followed by dissociation into single cells and plating onto a fresh culture, the colonies with typical ES cell morphology were formed after 6 days at a comparable rate (72%) to that of *Nr0b1^fl-/Y^* ES cells without the Tx treatment (Fig. 1c). Then these colonies were isolated and the genotype was examined by PCR. Among the 44 clones examined, 30 clones (68%) were genotyped as *Nr0b1^KO/Y^* ES cells that possess the deleted allele by the excision of the *floxed* region (data not shown), indicating that the loss of *Nr0b1* has no primary impact on the clonogenicity of ES cells. Finally we succeeded to establish multiple *Nr0b1^KO/Y^* ES cell lines in which proper loss of Nr0b1 protein was confirmed by western blot analysis (Fig. 1d and Supplemental Fig. 1). These data clearly indicated that the function of *Nr0b1* is dispensable for continuous self-renewal of ES cells in contrast to previous reports^12^,^13^.

### *Nr0b1* is required for proliferation of ES cells

During the establishment of *Nr0b1^KO/Y^* ES cells, we found that these ES cells formed smaller colonies than *Nr0b1^fl/Y^* and the wild-type (*Nr0b1^+/Y^*) ES cells at the same culture period (Fig. 2a). The measurement of the proliferation ratios of *Nr0b1^KO/Y^* ES cells revealed that it was less than 20% of *Nr0b1^fl/Y^* and *Nr0b1^+/Y^* ES cells (Fig. 2b). Although ES cells show decreased proliferation ratio when they undergo differentiation in vitro, *Nr0b1^KO/Y^* ES cells retained the expression of pluripotency-associated transcription factors such as *Oct3/4*^16^, *Sox2*^17^, *Nanog*^18^,^19^, *Klf4* and *Tbx3*^20^ (Fig. 2c) and kept the typical ES cell morphology (Fig. 2a). These data suggested that these *Nr0b1^KO/Y^* ES cells should retain proper pluripotency.

To reveal the reason for the slow proliferation of *Nr0b1^KO/Y^* ES cells, we examined the cell cycle profile by FACS analysis with propidium iodide (PI) staining of the DNA. ES cells have a characteristic cell-cycle profile, in which the cells at the G1 phase are few and those at the S phase are abundant in comparison to somatic cell types, reflecting the unlimited G1-S transition^21^. It has been reported that the proportion of G1 is increased in *Klf5*-null ES cells^22^ and *Sall4*-null ES cells^23^ that show slow proliferation. However, the proportion of the cells at the G1 phase was not altered in *Nr0b1^KO/Y^* ES cells (Fig. 2d). Instead, we found significant increase in the G2/M phase in *Nr0b1^KO/Y^* ES cells (Fig. 2d), suggesting that *Nr0b1* might modulate proliferation without affecting the G1-S transition.

Increased incidence of cell death could cause low proliferation ratio of ES cell population. Thus we tested the proportion of dead cells, and further examined whether the death was caused by apoptosis or not, by double-staining with PI and Annexin-V^24^. Early apoptotic cells are stained only by Annexin-V, whereas dead cells are stained by both. The proportions of the early apoptotic cells and also the overall dead cells were both increased in *Nr0b1^KO/Y^* ES cells (Fig. 2e). These data indicated that the function of *Nr0b1* might be involved in suppression of cell death caused by apoptosis.

### *Nr0b1*-null ES cells retain pluripotency

Next we assessed whether *Nr0b1^KO/Y^* ES cells retain pluripotency. The dissociated *Nr0b1^KO/Y^* ES cells expressing *Egfp* were injected into blastocysts and their contribution in embryos dissected at E13.5 was evaluated. As shown in Figure 3, both *Nr0b1^fl-/Y^* and *Nr0b1^KO/Y^* ES cells contributed to chimera embryos as efficiently as *Nr0b1^+/Y^* ES cells. The efficiencies to give rise to chimeric emrbyos were also indistingishable between *Nr0b1^fl-/Y^* and *Nr0b1^KO/Y^* ES cells (Supplemental Table 2). Therefore, pluripotency is properly maintained in the absence of *Nr0b1* in ES cells.

### Aberrant expression of 2-cell specific genes in *Nr0b1*-null ES cells

The data shown above indicated that *Nr0b1* was required for accelerating cell proliferation and keeping normal mortality but dispensable for maintaining pluripotency. For further investigation of the role of *Nr0b1* in ES cells, we performed microarray analyses to examine the effect of *Nr0b1* elimination on the global gene expression. 

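The microarray data cover 9 arrays, 3 for each of *Nr0b1 fl-/Y*−Tx, *Nr0b1 fl-/Y*+Tx and *Nr0b1 KO/Y* ES cells. The cells derive from the male EB5 line, and 4-hydroxy tamoxifen (Tx) activates the MerCreMer recombinase that deletes the floxed part of *Nr0b1*. *Nr0b1* itself gave a log2 signal of 4.10 ± 0.084 (SD, n = 3 arrays) above the array's 75th percentile in *Nr0b1 fl-/Y*−Tx ES cells. After 4 days with Tx it was -2.55 ± 0.126 (SD, n = 3). It was -6.26 ± 0.094 (SD, n = 3) in *Nr0b1 KO/Y* ES cells, and the probe was not well above background on any of these 3 arrays. The log2 fold change in *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells was -6.66 (standard error 0.086, adjusted p = 5.41e-09 from limma), so that the signal was 101-fold lower. In *Nr0b1 KO/Y* ES cells the signal was at least 318-fold lower than in *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 1.28e-10 from limma) and at least 3.16-fold lower than in *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 7.52e-07). The array holds 1 probe for *Nr0b1*, printed on 10 spots, which the array's annotation places on chromosome X from 83441169 to 83441228 of mm9 and at position 1679 of the transcript. The paper gives the floxed exon in another genome build, and whether the probe lies inside the deleted part was not determined.

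**Figure D1:**
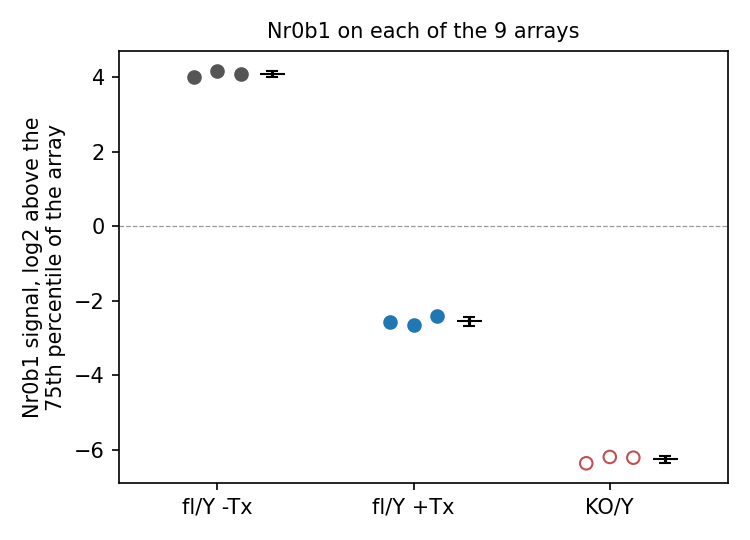
*Nr0b1* signal on each of the 9 arrays, as log2 above the array's 75th percentile (vertical axis), by group (fl/Y -Tx, fl/Y +Tx and KO/Y on the horizontal axis). Points are arrays, the bars beside them are the mean ± SD of 3 arrays, and open points are arrays on which the probe was not well above background. The arrays of the 3 groups lie near 4.10, -2.55 and -6.26.

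The arrays are 1-colour (Cy3) Agilent SurePrint mouse gene expression arrays, scanned and read by the authors with Agilent Feature Extraction. The files hold the processed intensity of each spot, from which the local background had been subtracted, and 55681 different probes apart from controls. Of these, 28820 to 32516 per array (51.8% to 58.4%) were well above background, and no spot was saturated. Here the processed intensities were put on a log2 scale and the 75th percentile of each array was subtracted. Spots marked as outliers by the software (117 to 178 per array) were left out. Probes were kept if they were well above background on every array of at least 1 group, and each gene was represented by its brightest probe, which left 22443 genes. They were tested with limma over all 9 arrays, and a gene is called higher or lower at over 2-fold and an adjusted p under 0.05, the limits given in Fig. 4a. Where a probe was not well above background on any array of a group, the fold is given as a bound against the lowest signal well above background on each array, or against the probe's own signal where that was higher. The 3 *Nr0b1 fl-/Y*−Tx arrays and 1 *Nr0b1 fl-/Y*+Tx array were on 1 slide, and the other 2 *Nr0b1 fl-/Y*+Tx arrays and the 3 *Nr0b1 KO/Y* arrays were on another. *Nr0b1 fl-/Y*−Tx and *Nr0b1 KO/Y* ES cells therefore never shared a slide. Only the *Nr0b1 fl-/Y*+Tx group lies on both slides. In a fit with slide as a block, the slide difference therefore comes from *Nr0b1 fl-/Y*+Tx array 1 against arrays 2 and 3 of that group. The precision is limited by the 3 arrays per group.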

We compared the gene expression patterns of *Nr0b1^fl-/Y^* ES cells cultured with or without Tx for 4 days (*Nr0b1^fl-/Y^*+Tx and *Nr0b1^fl-/Y^*−Tx, respectively) and *Nr0b1^KO/Y^* ES cells, using the samples of the biological triplicates. The comparison between *Nr0b1^fl-/Y^*−Tx and *Nr0b1^fl-/Y^*+Tx was expected to show the primary effect of *Nr0b1* elimination, whereas that between *Nr0b1^fl-/Y^*+Tx and *Nr0b1^KO/Y^* would show the effect of the adaptive response to compensate the loss of *Nr0b1*. There was little difference in the gene expression patterns of wild-type and *Nr0b1^fl-/Y^*−Tx ES cells, indicating that the manipulation of *Nr0b1* as well as the expression of *MerCreMer* and *Egfp* had the minimal impact (data not shown). 

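After 4 days with Tx, 392 genes were higher and 171 genes were lower than in *Nr0b1 fl-/Y*−Tx ES cells, by limma. Among genes with a symbol, the largest rises were as follows. *Usp17lb*, of a family of deubiquitinating enzymes, had a log2 fold change of 4.12 (standard error 0.179, adjusted p = 1.5e-06). *Gm428* had a log2 fold change of 4.12 (standard error 0.109, adjusted p = 8.92e-08). *Usp-ps* and *Usp17l5* were 12.8-fold and 12.6-fold higher, and *Gm16367*, *Gm11757* and *Gm11758*, which were not well above background in *Nr0b1 fl-/Y*−Tx ES cells, were at least 5.4-fold, 5.37-fold and 4.58-fold higher. *Unc93a* was at least 7.01-fold higher, and *Dub3* was 12.1-fold higher. On the slide that holds both groups, with 1 *Nr0b1 fl-/Y*+Tx array, these 2 genes were not called, while their log2 fold changes were 4.381 and 3.633, against 4.273 and 3.597 over all arrays. *E330014E10Rik* was 12.4-fold higher by its brightest probe, while its other probes gave log2 fold changes of -0.25 and -0.21. The heat shock gene *Hspa1a* was 3.18-fold higher (adjusted p = 1.87e-06).

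The largest fall among genes with a symbol that were measured in both groups, apart from *Nr0b1*, was that of *Sp5*, a transcription factor gene induced by Wnt signalling, with a log2 fold change of -2.85 (standard error 0.14, adjusted p = 3.41e-06). *Tmprss5* was 6.61-fold lower, *Cd2* 5.45-fold lower and *Fxyd4* 5.27-fold lower. *Tmprss5* was well above background on 1 of 3 *Nr0b1 fl-/Y*+Tx arrays, with log2 signals of -4.65, -2.89 and -4.42. Its log2 fold change of -2.725 had a standard error of 0.391, so its order against *Sp5* is not settled. *Gna14*, *Gm4035*, *Nlrp9b*, *Slc7a9* and *Krtdap* were at least 2.7-fold, 2.92-fold, 1.93-fold, 1.89-fold and 1.8-fold lower, and were not well above background in *Nr0b1 fl-/Y*+Tx ES cells. All 5 of these calls were lost with normexp background correction. Those of *Gm4035*, *Nlrp9b*, *Slc7a9* and *Krtdap* were also lost with slide as a block, as their log2 fold changes of -2.02, -2.059, -2.316 and -1.636 there, against -2.439, -2.5, -2.668 and -2.458 over all arrays, did not pass the adjusted p, and that of *Krtdap* was lost on the slide that holds both groups. The homeobox genes *Rhox6* and *Rhox9* of the X chromosome fell by 2.40 and 2.00 on the log2 scale (adjusted p = 6.57e-07 and 2.01e-05), as did *Tfap2c* by 1.97 (adjusted p = 2.93e-07) and *Gli1*, a transcription factor gene of hedgehog signalling, by 1.51 (adjusted p = 1.07e-06). At an adjusted p under 0.05 with no fold limit, 2678 genes were higher and 3302 lower, and the median log2 fold change of all genes was -0.064. With slide as a block, 380 genes were higher and 169 lower, and on the slide that holds both groups, with 3 arrays against 1, 298 were higher and 174 lower. The 1 *Nr0b1 fl-/Y*+Tx array gives no spread of its own there, so that the spread of the *Nr0b1 fl-/Y*−Tx arrays stands for both groups. The counts were 154 and 52 with normexp background correction, 209 and 93 with only probes well above background on all 9 arrays, and 171 and 31 when the test was made against a fold of 2.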

The comparison between the gene expression patterns of *Nr0b1^fl-/Y^*−Tx and *Nr0b1^fl-/Y^*+Tx ES cells showed characteristic differences. 

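*Zscan4c*, a gene with a SCAN domain and zinc fingers that is switched on in the late 2-cell embryo, had a log2 signal above the array's 75th percentile of 1.18 ± 0.114 (SD, n = 3) in *Nr0b1 fl-/Y*−Tx ES cells and of 4.44 ± 0.102 (SD, n = 3) in *Nr0b1 fl-/Y*+Tx ES cells. This is a log2 fold change of 3.27 (standard error 0.088, adjusted p = 9.49e-08 from limma), or 9.62-fold. Its 3 probes gave log2 fold changes of 3.18 to 3.51, and the one used lies on chromosome 7 from 11595751 to 11595810 of mm9. *Tcstv1*, a variable gene of the 2-cell stage with no coordinate in the array files, had a log2 fold change of 3.53 (standard error 0.102, adjusted p = 1.42e-07), or 11.6-fold. *Gm4340*, a relative of the mRNA export factor *Thoc4*, had a log2 fold change of 3.41 (standard error 0.121, adjusted p = 4.26e-07), or 10.6-fold, at chromosome 10 from 103633507 to 103633566. *Tdpoz2* had a log2 fold change of 1.33 (standard error 0.14, adjusted p = 0.000366), and it was not called with normexp background correction, where the log2 fold change was 0.527. *Eif1a*, also shown in Fig. 4b, had a log2 fold change of -0.015 (standard error 0.061, adjusted p = 0.875). The probes of *Zfp352* disagreed. The brighter one gave a log2 fold change of -0.057 (standard error 0.169, adjusted p = 0.832), and the dimmer one, well above background on none of the *Nr0b1 fl-/Y*−Tx arrays and on 2 of the 3 *Nr0b1 fl-/Y*+Tx arrays, gave 2.24, or at least 1.96-fold (adjusted p = 0.00479 over all probes).

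Of the 6 genes of the 2-cell embryo that the study shows, 4 were higher, none was lower and 2 were not called, also when adjusted over the list alone. The study chose these genes on the same samples, so this count is not independent evidence of their direction. Of 31 other 2-cell genes, from a list fixed before the data were examined apart from 1 entry taken out after its values were seen, 23 were higher, none was lower and 8 were not called by limma, again the same when adjusted over the list alone. At an unadjusted p under 0.05, 26 of them were higher and 1 was lower. Their median log2 fold change was 2.85, and 2.32 with the 6 genes that were not well above background in *Nr0b1 fl-/Y*−Tx ES cells at their bound. The shift against all other genes had an adjusted p of 3.03e-27 from camera with a preset correlation, and an adjusted p of 0.0545 with an estimated correlation (63 list tests adjusted together). *Zscan4e* was 12.0-fold higher (adjusted p = 5.57e-08), and *Tcstv3* was 5.41-fold higher (adjusted p = 2.72e-06). The median was 2.83 with slide as a block and on the slide that holds both groups, and 1.18 with normexp background correction. The first 2 settings give the same estimate of this median, which rests on 1 *Nr0b1 fl-/Y*+Tx array, so they are not separate checks. The *Zscan4*, *Tdpoz*, *Usp17l*, *Pramel* and *Tcstv* genes have near-identical copies, so a probe of one can take up transcripts of another. The fibroblast genes, which mark the feeder cells, had a median log2 fold change of 0.375 in the same comparison, with 20 of 28 higher at an adjusted p under 0.05 and none past 2-fold by limma.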

Among 202 genes significantly up-regulated in *Nr0b1^fl-/Y^*+Tx ES cells (Fig. 4a: >2-fold, FDR = 0.05), we found multiple genes categorized as 2-cell specific transcripts including *Zscan4c*, *Tcstv1*, and *Thoc4/Gm4340*^25^ (Fig. 4b). Among the pluripotency-associated genes, *Klf4* and *Tbx3* were slightly up-regulated, but the genes that have been previously reported to be associated with rapid proliferation (*Eras*^26^, *Mybl2*^27^,^28^, *Klf5*^22^ and *Sall4*^23^) did not alter their expression levels (Fig. 4b). 

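*Klf4*, a pluripotency-associated transcription factor gene, had a log2 fold change of 0.577 (standard error 0.06, adjusted p = 0.000334 from limma) in *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells, or 1.49-fold. *Tbx3* had a log2 fold change of 0.752 (standard error 0.07, adjusted p = 0.000192), or 1.68-fold. Among the genes linked to rapid proliferation, *Eras*, a Ras family gene of ES cells, had a log2 fold change of 0.408 (standard error 0.07, adjusted p = 0.00401), and *Mybl2* had -0.277 (standard error 0.061, adjusted p = 0.0118), while its second probe gave -0.129 (adjusted p = 0.183 over all probes). *Klf5* had a log2 fold change of -0.212 (standard error 0.099, adjusted p = 0.151), and *Sall4* had 0.069 (standard error 0.082, adjusted p = 0.563). All of these 6 genes stayed within 2-fold. The core factors *Pou5f1* (Oct3/4), *Sox2* and *Nanog* had log2 fold changes of -0.129, -0.222 and -0.361 (adjusted p = 0.728, 0.0642 and 0.22), while *Esrrb*, *Klf2* and *Nr5a2* had -0.413, -0.506 and -0.461 (adjusted p = 0.00114, 0.00128 and 0.00127). The second probes of *Esrrb* and *Nr5a2* gave -0.124 and -0.855 (adjusted p = 0.539 and 0.00152 over all probes).

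Of 35 pluripotency genes, 4 were lower, none was higher and 31 were not called by limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 7 were higher and 13 lower. The 4 were *Lefty1* and *Lefty2*, which encode inhibitors of Nodal signalling, with log2 fold changes of -1.72 and -1.40 (adjusted p = 6.93e-07 and 1.94e-06), *Dppa3*, a maternal factor gene, with -1.64 (adjusted p = 6.85e-06), and *Tfcp2l1*, a transcription factor gene downstream of LIF, with -1.11 (adjusted p = 6.65e-06). The median log2 fold change of the list was -0.124, with an adjusted p of 0.244 from camera with a preset correlation and an adjusted p of 0.662 with an estimated correlation. The median was -0.127 with slide as a block and on the slide that holds both groups, the same estimate from 1 *Nr0b1 fl-/Y*+Tx array.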

In the comparison between *Nr0b1^fl-/Y^*+Tx and *Nr0b1^KO/Y^* ES cells, 209 genes were up-regulated and 103 genes were down-regulated (Fig. 4a). 

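Between *Nr0b1 fl-/Y*+Tx and *Nr0b1 KO/Y* ES cells, 532 genes were higher and 235 were lower in *Nr0b1 KO/Y* ES cells by limma. *Hkdc1*, a hexokinase gene, and *S100g*, which encodes a calcium-binding protein, were not well above background in *Nr0b1 fl-/Y*+Tx ES cells and were at least 15.9-fold and 8.51-fold higher (adjusted p = 2.02e-06 for both). *Ctag2l2*, *Nxf7*, *Mbl2* and *Ugt2b34*, also not well above background in *Nr0b1 fl-/Y*+Tx ES cells, were at least 7.47-fold, 4.69-fold, 3.66-fold and 2.48-fold higher, the last of these calls being lost with a floor on low signals. *Srgn*, which encodes a proteoglycan core protein, had a log2 fold change of 4.45 (standard error 0.182, adjusted p = 3.09e-06), and *Aqp8*, a water channel gene, had 4.34 (standard error 0.15, adjusted p = 2.02e-06). *Foxa2*, a transcription factor gene of endoderm, was 12.2-fold higher (adjusted p = 1.3e-05). It was well above background on 1 of 3 *Nr0b1 fl-/Y*+Tx arrays, had a log2 fold change of -1.375 in *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 0.00226), and was 4.72-fold higher in *Nr0b1 KO/Y* than in *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 5.23e-05). The imprinted gene *Mest* was 11.8-fold higher than in *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 1.48e-06). The keratin genes *Krt18* and *Krt8* were 4.25-fold and 4.04-fold higher (adjusted p = 2.02e-06 and 3.84e-06).

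The largest fall among genes with a symbol that were measured in both groups was that of *Clca3b*, with a log2 fold change of -2.95 (standard error 0.11, adjusted p = 2.21e-06). *Slc25a34*, *Bcl6b* and *Pcyt1b* were 4.51-fold, 4.35-fold and 4.33-fold lower. *Gm10522*, *9430069I07Rik*, *Foxr2*, *Wdr17* and *Hes3* were not well above background in *Nr0b1 KO/Y* ES cells and were at least 5.17-fold, 3.25-fold, 1.74-fold, 1.43-fold and 1.38-fold lower. The calls of *Pcyt1b*, *9430069I07Rik*, *Foxr2*, *Wdr17* and *Hes3* were lost with normexp background correction. The immediate early gene *Egr1*, *Gbx2*, a gene downstream of LIF and Stat3, and *Rhox5* were lower by log2 fold changes of -1.83, -1.81 and -1.80 (adjusted p = 2.04e-06, 8.03e-06 and 2.02e-06). *Rhox6*, *Rhox9* and *Dppa3*, which had fallen in *Nr0b1 fl-/Y*+Tx ES cells, were 4.59-fold, 2.84-fold and 2.23-fold higher in *Nr0b1 KO/Y* than in *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 3.3e-06, 0.000102 and 5.8e-05), and the call of *Dppa3* was lost with normexp background correction. With slide as a block the counts were 524 and 231, and on the slide that holds both groups, with 3 arrays against 2, they were 531 and 215. They were 195 and 61 with normexp background correction, 229 and 149 with only probes well above background on all 9 arrays, and 144 and 43 when the test was made against a fold of 2.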

Interestingly, the differentiation markers for the endoderm (*Gata4, Gata6 Sox7, Sox17* and *Hnf4a*^29^) were over-expressed in *Nr0b1^KO/Y^* ES cells (Fig. 4b). 

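In *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*+Tx ES cells, *Gata4* and *Gata6*, zinc finger genes that drive primitive endoderm, had log2 fold changes of 2.18 (standard error 0.227, adjusted p = 0.000274 from limma) and 1.88 (standard error 0.185, adjusted p = 0.000209), or 4.53-fold and 3.69-fold. Over *Nr0b1 fl-/Y*−Tx ES cells they were 5.32-fold and 5.82-fold higher (adjusted p = 5.59e-05 and 1.46e-05), and 2.46-fold and 2.79-fold higher with normexp background correction. Their probes lie on chromosome 14 from 63817858 to 63817917 and on chromosome 18 from 11085039 to 11085097 of mm9. *Sox17*, on chromosome 1 from 4481038 to 4481097, was not well above background in *Nr0b1 fl-/Y*−Tx or *Nr0b1 fl-/Y*+Tx ES cells and was at least 5.24-fold higher in *Nr0b1 KO/Y* than in *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 0.000209). Its second probe gave at least 9.65-fold. *Hnf4a*, a nuclear receptor gene of visceral endoderm on chromosome 2 from 163398548 to 163398607, was not well above background in *Nr0b1 fl-/Y*+Tx ES cells and was at least 6.7-fold higher in *Nr0b1 KO/Y* ES cells (adjusted p = 0.000106). *Sox7*, on chromosome 14 from 64569419 to 64569478, had a log2 fold change of 2.03 (standard error 0.403, adjusted p = 0.00704). It was well above background on 1 of 3 *Nr0b1 fl-/Y*−Tx arrays, 1 of 3 *Nr0b1 fl-/Y*+Tx arrays and 3 of 3 *Nr0b1 KO/Y* arrays, and the call was lost with normexp background correction, where the log2 fold change was 0.901. In *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells none of the 5 genes was called by limma, 1 was higher and 1 lower at an unadjusted p under 0.05, and *Gata4* and *Gata6* had log2 fold changes of 0.232 and 0.658 (adjusted p = 0.483 and 0.0314). Without fl/Y -Tx array 2, *Sox7* was called higher there at a log2 fold change of 1.19, and without fl/Y +Tx array 2, *Hnf4a* was called lower at -1.132, against -0.832, or at least 1.63-fold lower, over all arrays. Its probe was not well above background on any *Nr0b1 fl-/Y*+Tx array.

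All 5 genes were higher in *Nr0b1 KO/Y* than in *Nr0b1 fl-/Y*+Tx ES cells, also when adjusted over the list alone. The study chose them on these samples, so the count is not independent evidence of their direction. Their median log2 fold change was 2.18, with an adjusted p of 3.29e-05 from camera and an adjusted p of 0.0545 with an estimated correlation. Of 31 other genes of primitive, visceral and parietal endoderm, 15 were higher, 1 was lower and 15 were not called, the same when adjusted over the list alone. Their median log2 fold change was 0.994, and 0.844 with the 1 gene that was not well above background in *Nr0b1 fl-/Y*+Tx ES cells at its bound. Camera gave an adjusted p of 1.57e-10, and the adjusted p was 0.0555 with an estimated correlation. *Cubn*, which encodes an endocytic receptor, was 8.72-fold higher (adjusted p = 9.18e-05), *Cited1* was 5.78-fold higher (adjusted p = 2.21e-06), and *Apoe* was the gene that was lower, with a log2 fold change of -1.18. The median was 0.92 with slide as a block and on the slide that holds both groups, which is the same estimate. It was 0.602 with normexp background correction. In *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells, 1 of the 31 genes was higher and 2 were lower, with a median of 0.191 (adjusted p = 0.0051 from camera, adjusted p = 0.267 with an estimated correlation). The 2 lower genes were *Cpn1* and *Foxa2*. *Cpn1* was not well above background on any *Nr0b1 fl-/Y*+Tx array and was at least 1.82-fold lower. The calls of these genes, at log2 fold changes of -1.112 and -1.375, were lost with normexp background correction (-0.417 and -0.421). They were also lost with a floor on low signals (-0.43 and -0.549), and that of *Cpn1* with slide as a block (-0.869). The 28 fibroblast genes, which mark feeder cells, had a median log2 fold change of 0.282 in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*+Tx ES cells. By limma none of them was called, while 18 were higher and 1 was lower at an unadjusted p under 0.05. Camera gave this list an adjusted p of 2.32e-05, and the adjusted p was 0.263 with an estimated correlation.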

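*Zscan4c* had a log2 fold change of 3.75 in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells (standard error 0.088, adjusted p = 1.74e-08 from limma), or 13.5-fold. *Tcstv1* was 33.2-fold higher (adjusted p = 7.95e-09), and 17.2-fold with normexp background correction. *Gm4340* was 19.9-fold higher (adjusted p = 4.57e-08). *Tdpoz2* was 5.5-fold higher (adjusted p = 3.3e-06), and 2.24-fold with normexp background correction. *Eif1a* and the brighter probe of *Zfp352* had log2 fold changes of -0.097 and -0.011 (adjusted p = 0.231 and 0.966), while the dimmer probe of *Zfp352* was at least 7-fold higher. Against *Nr0b1 fl-/Y*+Tx ES cells, *Tcstv1* and *Tdpoz2* were higher by log2 fold changes of 1.52 and 1.13 (adjusted p = 2.93e-05 and 0.000664), the latter call being lost with normexp background correction, and *Zscan4c* and *Gm4340* stayed within 2-fold, at 0.488 and 0.91 (adjusted p = 0.00444 and 0.00097), although without fl/Y +Tx array 3 *Gm4340* passed it at 1.01. In the group shown by the study, whose direction is not independent evidence here, 4 of 6 genes were higher than in *Nr0b1 fl-/Y*−Tx ES cells and 2 of 6 were higher than in *Nr0b1 fl-/Y*+Tx ES cells, also when adjusted over the list alone. Their medians were 3.11 and 0.699 (adjusted p = 0.000456 and 0.00546 from camera, adjusted p = 0.064 and 0.116 with an estimated correlation).

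Of the 31 other 2-cell genes, 26 were higher, none was lower and 5 were not called in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells by limma, the same when adjusted over the list alone, and 27 were higher and 1 lower at an unadjusted p under 0.05. Their median log2 fold change was 4.05, and 3.52 with the 6 genes that were not well above background in *Nr0b1 fl-/Y*−Tx ES cells at their bound (adjusted p = 1.28e-23 from camera, adjusted p = 0.0545 with an estimated correlation). *Gm428* was 73.2-fold higher (adjusted p = 4.67e-09), and *Gm16367* and *Pramel16* were at least 18.8-fold and 7.48-fold higher. Against *Nr0b1 fl-/Y*+Tx ES cells, 14 of the 31 were higher (15 when adjusted over the list alone), none was lower by limma, and 27 were higher and none lower at an unadjusted p under 0.05. The median was 0.987 (adjusted p = 2.57e-18 from camera, adjusted p = 0.0545 with an estimated correlation). *Pramel6* and *Pramel7*, of a family expressed in germ cells and early embryos, were 8.29-fold and 6.22-fold higher than in *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 3.23e-05 and 4.28e-06). With slide as a block the medians were 4.08 and 1.01, and with normexp background correction they were 2.49 and 0.747. In *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells the fibroblast genes had a median log2 fold change of 0.666.

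Of the genes higher in *Nr0b1 fl-/Y*+Tx ES cells, 345 (88%) were also higher in *Nr0b1 KO/Y* ES cells, both against the same *Nr0b1 fl-/Y*−Tx arrays. Of the genes lower in *Nr0b1 fl-/Y*+Tx ES cells, 109 (63.7%) were also lower in *Nr0b1 KO/Y* ES cells. Independent lists of the same sizes would share 18.5 and 4.9 genes, which does not allow for the shared control arrays. The correlation of the 2 sets of log2 fold changes across genes was 0.785, against 0.4988 in simulated unchanged groups with the same controls, and genes are not independent replicates. Separate *Nr0b1 fl-/Y*−Tx arrays were then used for the 2 comparisons, 1 array for one and the other 2 for the other, in all 6 ways, a setting chosen after seeing the data. They gave 302 to 329 shared higher genes, where independent lists would share 17.1 to 19.2, and 80 to 101 shared lower genes, where independent lists would share 3.6 to 4.7. The correlation was then 0.7 to 0.73. All *Nr0b1 fl-/Y*−Tx arrays lie on 1 slide, and the *Nr0b1 KO/Y* arrays and 2 *Nr0b1 fl-/Y*+Tx arrays lie on the other. The 2 comparisons therefore share any difference between the slides, also with separate control arrays. The counts for independent lists do not allow for this.

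**Figure D2:**
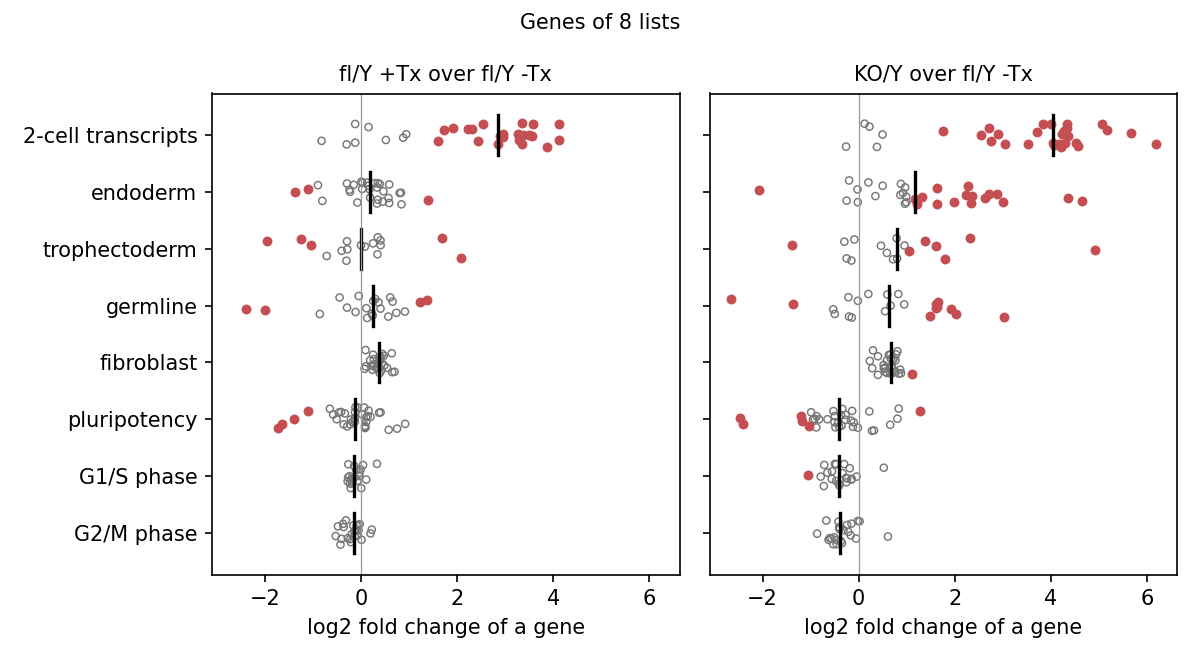
Log2 fold changes (horizontal axis) of the genes of 8 lists (vertical axis), for fl/Y +Tx over fl/Y -Tx on the left and KO/Y over fl/Y -Tx on the right. Each point is a gene, filled where it was over 2-fold at an adjusted p under 0.05 and open otherwise, and the black bars are medians. The 2-cell genes have medians of 2.85 and 4.05, and the endoderm genes of 0.191 and 1.18.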

The 2-cell specific transcripts remained over-expressed in *Nr0b1^KO/Y^* ES cells.

To confirm the over-expression of the genes identified by the microarray analysis, we performed immuno-staining for Sox7, Sox17, Gata4 and Tcstv1. Sox7, Sox17 and Gata4 were detected as a cluster in the colonies with differentiated cell morphology, suggesting that the increased expression level of those genes reflects the elevated incidence of spontaneous differentiation of *Nr0b1^KO/Y^* ES cells (Supplementary Fig. 2). *Tcstv1* (*2-cell-stage, variable group, member 1*) is known as one of the 2-cell specific transcripts expressed in a subpopulation of ES cells. We raised a polyclonal antibody against Tcstv1 and confirmed its specificity by the staining pattern, which localized at the membrane in a 2-cell-stage specific pattern of Tcstv1, as reported previously^30^ (Supplementary Fig. 3a). When we stained wild-type ES cells, we found that Tcstv1 expression was detected in ~0.1% of ES cells, which all overlapped with the expression of Rex1-Egfp and Oct3/4-Ecfp in OCRG9 ES cells^31^ (Supplementary Fig. 3b). When *Nr0b1^KO/Y^* ES cells were stained for Tcstv1, the frequency of the Tcstv1-positive cells dramatically increased in the stem cell colonies than in *Nr0b1^fl-/Y^* ES cells (Fig. 4c), suggesting that the increased expression levels of the 2-cell specific transcripts reflected the increase in the subpopulation rather than the increase in their expression levels ubiquitously in the stem cell population.

To investigate the effect of *Nr0b1* on the kinetics of the subpopulation expressing the 2-cell specific transcripts, we applied a *Zscan4c*-promoter-*mCherry* reporter. *Zalzman et al* reported that the 2.5 kb genomic DNA fragment upstream of *Zscan4c* (*Zinc finger and SCAN domain containing 4c*) directed the expression of a fluorescent reporter in ~5% of ES cells and the conversion between the *Zscan4c*-positive subpopulation and the *Zscan4c*-negative subpopulation occurred in a reversible manner^32^. Moreover, depletion of *Zscan4c* by shRNA-mediated knock-down resulted in a crisis of ES cell population within 1 month by shortening of the telomere length, indicating the functional importance of the transient activation of *Zscan4c* in a subpopulation of ES cells^32^. We transfected the *Zscan4c-mCherry* transgene into *Nr0b1^fl-/Y^* and *Nr0b1^KO/Y^* ES cells and three independent cell lines expressing mCherry were established for each genotypes. Observation of these ES cells by fluorescent microscopy revealed a significant increase in mCherry-positive cells in *Nr0b1^KO/Y^*::*Zscan4c-mCherry* ES cells (Fig. 4d). Next we applied FACS analysis to quantify the proportion of the *Zscan4c*-positive subpopulation. In *Nr0b1^fl-/Y^::Zscan4c-mCherry* ES cells, 4.9% of ES cells were mCherry-positive (Fig. 4e), which was comparable to the proportion of *Zscan4c*-positive cells reported previously. In contrast, *Nr0b1^KO/Y^*::*Zscan4c-mCherry* ES cells contained 21.6% of mCherry-positive cells, indicating the dramatic increase in Zscan4c-positive subpopulation, in the same manner found in the immuno-staining for Tcstv1 as shown earlier (Fig. 4c).

Then we performed live-imaging of these ES cells carrying *Zscan4c-mCherry*. As reported previously, *Zscan4c*-positive cells appeared from *Zscan4c*-negative cells (Supplementary Movie 1). The emergence of the Zscan4c-positive cells was much more frequent in *Nr0b1^KO/Y^*::*Zscan4c-mCherry* ES cells than in *Nr0b1^fl-/Y^*::*Zscan4c-mCherry* ES cells, indicating that the increase of *Zscan4c*-positive cells in *Nr0b1^KO/Y^* ES cells was partly due to the altered kinetics in which the conversion from *Zscan4c*-negative to -positive was enhanced. These data suggested that *Nr0b1* negatively regulates the kinetics to generate *Zscan4c*-positive subpopulation.

### *Zscan4c* modulates cell-cycle and cell death

It has been reported that *Zscan4c* is transiently up-regulated in a subpopulation of ES cells to elongate the telomere length via homologous recombination and that the constitutive expression of *Zscan4c* is not tolerated in ES cells^32^,^33^. To investigate the link between the increase in the *Zscan4c*-positive cells and the slow proliferation accompanied by increased G2 phase and cell death in *Nr0b1^KO/Y^* ES cells, we examined the cell-cycle profiles in *Zscan4c*-positive and -negative subpopulations. mCherry-positive and -negative cells were sorted from *Nr0b1^KO/Y^*::*Zscan4c-mCherry* ES cells and their cell-cycle profiles were analyzed by PI staining (Fig. 5a). As a result, we found that the cells at G2 phase were enriched in Zscan4c-positive cells. The similar phenomenon was observed in *Nr0b1^fl-/Y^*::*Zscan4c-mCherry* ES cells, indicating that the Zscan4c-positive cells have increased G2 phase irrespective of the state of *Nr0b1*.

This phenomenon seemed consistent with the function of Zscan4c that mediates homologous recombination to elongate the telomere. To test the direct relation between the expression of *Zscan4c* and the enrichment of G2 phase, we established an ES cell line carrying a tetracycline-inducible *Zscan4c* transgene. These ES cells continue self-renewal in the absence of the inducer. However, once the expression of *Zscan4c* transgene was induced by doxycycline (Dox), these ES cells gradually ceased proliferation as reported previously^34^. We examined the cell-cycle profiles of these ES cells cultured with or without Dox for 2 days and revealed that the ES cells cultured with Dox accumulated at the G2 phase (Fig. 5b). Therefore, the up-regulation of *Zscan4c* could be a cause to limit the transition from G2 to M phase.

To test the link between the activation of *Zscan4c* and the incidence of cell death in a physiological context, we analyzed the live-imaging data of *Zscan4c-mCherry* ES cells. We quantified the total fluorescent intensities of mCherry during one cell cycle, i.e. from the cell division until either the next cell division or cell death. As a result, we found that the cells undergoing cell death expressed higher levels of mCherry than the cells undergoing cell division in both *Nr0b1^fl/Y^* and *Nr0b1^KO/Y^* ES cells (Fig. 4f). These data strongly suggested that up-regulation of *Zscan4c* is a main cause to inhibit proliferation of *Nr0b1^KO/Y^* ES cells via increased incidence of cell death.

### Nr0b1 directly regulates *Zscan4c* expression

How does the loss of *Nr0b1* connect to the increase in the subpopulation expressing 2-cell specific transcripts? To determine whether the *Zscan4c*-promoter is directly regulated by Nr0b1, we performed luciferase reporter assay. The *Zscan4c*-promoter was placed upstream of *firefly luciferase* (*Fluc*) and co-transfected with *renilla luciferase* (*Rluc*) under the control of *human cytomegallovious immediate-early* promoter into *Nr0b1^fl-/Y^* and *Nr0b1^KO/Y^* ES cells. Dual luciferase assay of these transfectants demonstrated that the relative Fluc activity driven by the *Zscan4c*-promoter was dramatically increased in *Nr0b1^KO/Y^* ES cells (Fig. 6a), consistent with the results obtained by the *Zscan4c-mCherry* reporter. When these reporters were co-transfected with *Nr0b1* expression vector, the activity of the *Zscan4c*-promoter was significantly repressed in *Nr0b1^KO/Y^* ES cells (Fig. 6a). We also confirmed that these 2-cell specific transcripts including *Zscan4c* were rapidly up-regulated after repression of Nr0b1 by QPCR analysis (Fig. 6b). These data clearly indicated that the *Zscan4c* promoter activity is directly regulated by Nr0b1 in ES cells.

### *Zscan4c* expression is regulated by Nr0b1 in a reversible manner

To confirm the direct regulation of *Zscan4c* by Nr0b1, we established *Nr0b1^KO/Y^* ES cell lines carrying tetracycline-inducible *Nr0b1* transgene by introduction of pPB-hCMV*-1-Nr0b1-IRES-mCherry and *pPB-CAG-rtTAM2-IN* followed by the selection with G418 in the presence of Dox (Fig. 7a). We isolated the colonies with rapid proliferation and analyzed their characters. These Nr0b1^KO/Y^::hCMV*1-Nr0b1 ES cells proliferated faster with lower levels of *Zscan4c* and *Tcstv1* expression than in *Nr0b1^KO/Y^* ES cells (Fig. 7b and 7c). Then we tested the expression of Nr0b1 protein by western blot. As shown in Supplementary Fig. 4, Nr0b1 expression in Nr0b1^KO/Y^::hCMV*1-Nr0b1 ES cells was significantly lower than that in *Nr0b1^fl/Y^* ES cells, which might be a reason why these ES cells still showed differences from *Nr0b1^fl/Y^* ES cells in proliferation speed as well as the expression of 2-cell marker genes. We next examined the impact of *Nr0b1* expression on the proportion of 2-cell subpopulation. We evaluated the proportion of Tcstv1-positive cells in Nr0b1^KO/Y^::hCMV*1-Nr0b1 ES cells cultured with or without Dox by immunostaining and found that the 2-cell subpopulation was decreased when *Nr0b1* transgene was activated (Fig. 7d and 7e). The proportion of Tcstv1-positive cells as well as the expression of 2-cell marker genes were reverted to high levels when these ES cells were cultured without Dox (Fig. 7c and 7e), indicating that the expression of 2-cell markers are regulated in a *Nr0b1*-dependent manner. Moreover, by the activation of *Nr0b1* with Dox, the expression of 2-cell marker genes were repressed within 24 hours after the addition of Dox. These data confirmed that the 2-cell marker genes including *Zscan4c* are direct targets of Nr0b1.

### Knockout of *Nr5a2* causes similar phenotype to knockout of *Nr0b1*

Nr0b1 lacks the DNA binding domain and acts as a partner of other nucelar receptor family members. Nr5a2 is a strong candidate partner of Nr0b1 from previous publications^9^,^10^. To test the role of *Nr5a2* in ES cells, we made inducible knocout ES cells of *Nr5a2* using the Cre-*loxP* system as in the case of Nr0b1 (figure S5a). As a result, we found that induced knockout of *Nr5a2* also caused the induction of 2-cell markers (figure S5c) with reduced proliferation (figure S5b). These data suggested that Nr5a2 might be a partner of Nr0b1 and the heterodimer acts as a transcriptional repressor of 2-cell marker genes including *Zscan4c*.

## Discussion

Mouse ES cells continue self-renewal *in vitro* in an unlimited manner^34^. To continue proliferation, the telomere length should be actively maintained because it shortens along the cycle of chromosome replication and its shortening results in chromosome instability and cell lethality^35^. The elongation of the telomere by the enzymatic activity of telomerase is regarded as a major pathway to keep the telomere length. The catalytic activity of telomerase is encoded by *Telomerase reverse transcriptase* (*Tert*). *Tert* is expressed in many proliferating cells including stem cells. However, it was reported that the ES cells lacking *Tert* generated by gene-targeting continue proliferation with gradual shortening of the telomere length and finally reaches the crisis after the culture over 1 year, indicating that there are other systems to keep the telomere length in ES cells^36^,^37^,^38^. In 2010, *Zalzman et al* reported a novel mechanism to maintain the telomere length in mouse ES cells^32^. They focused on the functional analysis of *Zscan4c* in ES cells because they had found that *Zscan4c* is transcriptionally activated in the late 2-cell stage in mouse pre-implantation embryos and shows a salt-and-pepper expression pattern in ES cells. When they knocked down *Zscan4c* in ES cells, these ES cells stopped proliferation after 8–9 passages within 1 month by shortening the telomere length. They found that Zscan4c co-operates with Rad50 and Mre11 to maintain the telomere length by homologous recombination as found in some cancer cells. The regulation of *Zscan4c* expression is quite unique since only 5% of ES cells express it at a certain time point but all of the expression is reversible and transient, and all ES cells in the culture experience the expression of *Zscan4c* within 1 month to maintain the telomere length. It has remained unclear how this interesting regulation is achieved, but here we found that *Nr0b1* is involved in the regulation of the *Zscan4c* expression.

In ES cells, Zfp206/Zscan10 was previously identified as the transcriptional activator of *Zscan4c*^25^. *Zscan4c* and other 2-cell specific transcripts were down-regulated in *Zfp206* knock-down ES cells and *Zfp206* was transiently induced at early 2-cell stage preceding the induction of 2-cell specific transcripts in pre-implantation development. However, our microarray analysis indicated that the expression of *Zfp206* was not affected by elimination of *Nr0b1* (Fig. 4b), suggesting that the regulation of 2-cell specific transcripts by Nr0b1 is independent of *Zfp206*. It was also reported that *Zscan4c* is repressed by the inhibition of the phosphatidylinositol-3-OH kinase (PI3K)-Akt pathway in ES cells^39^. However, *Nr0b1* was also down-regulated in this condition, which is inconsistent with our present observation. 

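*Zscan10* (*Zfp206*), on chromosome 17 from 23747920 to 23747979 of mm9, had a log2 signal 0.025 higher in *Nr0b1 fl-/Y*+Tx than in *Nr0b1 fl-/Y*−Tx ES cells (standard error 0.073, adjusted p = 0.831 from limma). In *Nr0b1 KO/Y* ES cells the log2 fold change was -0.426 over *Nr0b1 fl-/Y*−Tx ES cells (standard error 0.073, adjusted p = 0.00145) and -0.451 over *Nr0b1 fl-/Y*+Tx ES cells (standard error 0.073, adjusted p = 0.0026). None of the 3 differences passed 2-fold. The second probe of *Zscan10* gave log2 fold changes of 0.231, -0.327 and -0.558 in the same order (adjusted p = 0.207, 0.0574 and 0.0115 over all probes). From the *Zfp206* values of Fig. 4b, the paper proposes that Nr0b1 acts on the 2-cell specific transcripts independently of *Zfp206*.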

Recently, Macfarlan et al demonstrated that ES cells possess a subpopulation expressing endogenous retrovirus as well as 2-cell specific transcripts and their expressions were antagonized by repressive chromatin-modifying enzymes such as Kdm1a, Kap1 and G9a^40^. However, none of these genes were up-regulated in *Nr0b1^KO/Y^* ES cells (Fig. 4b). 

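The genes of 3 chromatin repressors of 2-cell transcripts were well above background on all 9 arrays and stayed within 2-fold. *Kdm1a*, which encodes a histone H3 lysine demethylase, had a log2 fold change of -0.271 in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells (standard error 0.058, adjusted p = 0.00492 from limma). Its probe lies on chromosome 4 from 136106506 to 136106565 of mm9. *Trim28*, the gene of the corepressor Kap1, on chromosome 7 from 13615914 to 13616069, had a log2 fold change of -0.085 (standard error 0.059, adjusted p = 0.274). *Ehmt2*, the gene of the histone methyltransferase G9a, on chromosome 17 from 35050931 to 35050990, had a log2 fold change of -0.236 (standard error 0.057, adjusted p = 0.00845). After 4 days with Tx the log2 fold changes of *Kdm1a*, *Trim28* and *Ehmt2* were -0.153, 0.187 and -0.013 (adjusted p = 0.0869, 0.0462 and 0.883). Of 23 genes known to repress or activate 2-cell transcripts none was called in any of the 3 comparisons by limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 4 were higher and 4 lower in *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx, 2 higher and 16 lower in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx, and none higher and 15 lower in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*+Tx ES cells. The medians of the list were -0.013, -0.228 and -0.222, and in the first comparison the mean, 0.009, and the direction from camera were upward. Camera gave adjusted p = 0.552, 0.00651 and 2.32e-05, and with an estimated correlation the adjusted p was 0.849, 0.346 and 0.204.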

More recently, Dan et al reported that Rif1 directly regulates *Zscan4c* expression by mediating epigenetic repression^41^. Interestingly, the phenotype of Rif1 knockdown ES cells is quite similar to that of *Nr0b1* knockout ES cells reported in this manuscript such as slow proliferation with increased proportion G2/M phase and induction of 2-cell marker genes. However, *Nr0b1* is not included in the list of the genes down-regulated in *Rif1* knockdown ES cells and *Rif1* expression is not repressed in our microarray data of *Nr0b1* knockout ES cells (Fig. 4b). Therefore, the negative regulation of *Zscan4c* by Nr0b1, which was in fact a direct repression, is unique from the previous observations.

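*Rif1*, which encodes a protein of telomere chromatin and replication timing, had a log2 signal of 2.78 in *Nr0b1 KO/Y* and 2.74 in *Nr0b1 fl-/Y*−Tx ES cells, a log2 fold change of 0.044 (standard error 0.082, adjusted p = 0.703 from limma, n = 3 arrays per group). In *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx ES cells it was 0.235 (standard error 0.082, adjusted p = 0.0662), and in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*+Tx ES cells it was -0.191 (standard error 0.082, adjusted p = 0.125). The probe lies on chromosome 2 from 51977508 to 51977567 of mm9. Other genes that the study names for telomeres were *Tert*, *Rad50* and *Mre11a*. In *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells *Tert* had a log2 fold change of -0.612 (adjusted p = 0.0393), *Rad50* had 0.03 (adjusted p = 0.788), and *Mre11a* had -0.696 (adjusted p = 9.3e-05), all within 2-fold.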

We demonstrated that *Zscan4c* is a functional target of *Nr0b1*. The *Nr0b1*-null ES cells proliferate slowly with accumulation at G2/M phase and high incidence of apoptosis. Over-expression of *Zscan4c* also induced the similar phenotype efficiently, and the increased proportion of *Zscan4c*-positive cells found in *Nr0b1^KO/Y^* ES cells accords to explain the phenotype. Moreover, our live-imaging analysis of *Zscan4c-mCherry* ES cells revealed that the cells undergoing cell death show higher levels of *Zscan4c* activity than the cells undergoing cell division (Fig. 4f). Therefore, the aberrant expression of *Zscan4c* could be a primary cause of the phenotype observed in *Nr0b1^KO/Y^* ES cells. We also found using an inducible knockout line of *Nr5a2* that Nr5a2 is a strong candidate partner of Nr0b1 to repress *Zscan4c* expression. The functional link of Nr0b1:Nr5a2 and *Zscan4c* confers the connection between the pluripotency-associated transcription factor network and the cell-biological character of ES cells, i.e. the unlimited ability to self-renew. However, since *Zscan4c* was not expressed in all *Nr0b1^KO/Y^* ES cells, the repression of *Zscan4c* by *Nr0b1* is only a part of the regulatory mechanism. Further analysis will be required for revealing the unique mechanism that induces *Zscan4c* expression in a small subpopulation transiently.

Several reports pointed the role of *Nr0b1* in maintaining pluripotency. Two preceding papers demonstrated the essential role of *Nr0b1* in self-renewal of ES cells by loss-of-function analyses^12^,^13^. However, here we succeeded in establishing *Nr0b1*-null ES cells. siRNA-mediated knock-down strategy sometimes show severer phenotypes than those observed by gene-targeting, which might be due to the faster kinetics of ablation of the gene function without the time for compensation or the off-target effect. Here we applied the inducible knockout using the Cre-*loxP* system, providing a rapid kinetics of the functional ablation of *Nr0b1*. However, most of the knockout ES cells continued self-renewal, which allowed efficient establishment of *Nr0b1*-null ES cells. The transcriptomic analysis suggested that there was no remarkable change in the gene expression pattern to adopt the loss of *Nr0b1* for continuous self-renewal (data not shown). Therefore, the discrepancy from the previous reports might be due to the off-target effect of knock-down strategies applied in the previous reports otherwise the reason for the different result obtained by the inducible knockout remains unclear. 

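Between *Nr0b1 KO/Y* and *Nr0b1 fl-/Y*−Tx ES cells, 1059 genes were higher and 638 lower in *Nr0b1 KO/Y* ES cells (7.56% of those tested), against 2.51% in *Nr0b1 fl-/Y*+Tx over *Nr0b1 fl-/Y*−Tx and 3.42% in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*+Tx ES cells. *Hand1*, a transcription factor gene of trophoblast and mesoderm, was at least 17.7-fold higher in *Nr0b1 KO/Y* than in *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 3.34e-07 from limma). *Gm11757* and *Gm11758* were at least 27.4-fold and 20.0-fold higher, and *D13Ertd608e* was 36.0-fold higher (adjusted p = 1.43e-08). *Mest* and *Srgn* were 14.3-fold and 25.0-fold higher (adjusted p = 2.65e-08 and 3.45e-07). *Hkdc1* and *S100g* were at least 16.2-fold and 8.66-fold higher. *Cd2* was 14.1-fold lower (adjusted p = 1.18e-08), *Sp5* 10.8-fold (adjusted p = 4.43e-07) and *Gli1* 9.59-fold (adjusted p = 6.13e-09), and *Gm10522*, not well above background in *Nr0b1 KO/Y* ES cells, was at least 15.6-fold lower. *9430069I07Rik*, *Gm5086*, *Hes3*, *Scn3a* and *Gna14* were at least 4.65-fold, 4.38-fold, 3.11-fold, 3.09-fold and 2.89-fold lower, and the calls of *Hes3*, *Scn3a* and *Gna14* were lost with normexp background correction.

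Of 35 pluripotency genes, 1 was higher, 5 were lower and 29 were not called, also when adjusted over the list alone. *Dppa2* was 2.44-fold higher (adjusted p = 6.38e-06), its second probe giving a log2 fold change of 0.99, and *Gbx2* and *Lefty1* were 5.5-fold and 5.28-fold lower (adjusted p = 2.81e-07 and 4.24e-08). *Klf4* and *Tbx3* had log2 fold changes of 0.657 and 0.834 (adjusted p = 4.54e-05 and 3.15e-05), *Sox2* had -0.524 (adjusted p = 0.000623), *Pou5f1* had -0.647 (adjusted p = 0.0562) and *Nanog* had -0.102 (adjusted p = 0.716). The median of the list was -0.406 (adjusted p = 0.000714 from camera, adjusted p = 0.233 with an estimated correlation). Against *Nr0b1 fl-/Y*+Tx ES cells 1 pluripotency gene was higher and 2 were lower, the same when adjusted over the list alone, with a median of -0.24 (adjusted p = 0.000425 from camera, adjusted p = 0.227 with an estimated correlation). Of these 3 calls, those of *Dppa3* and *Tet1* (-1.001) were lost with normexp background correction (0.716 and -0.997). That of *Tet1* was also lost with the mean of its probes (-0.975) and with scaling by the median of probes well above background (-0.994). It was lost as well when KO/Y array 1 or 2 or fl/Y +Tx array 2 or 3 was left out (-0.965 to -0.997). Across genes, the correlation between arrays was 0.9707 to 0.9731 for *Nr0b1 fl-/Y*−Tx and *Nr0b1 KO/Y*, 0.9851 to 0.9882 for *Nr0b1 fl-/Y*−Tx and *Nr0b1 fl-/Y*+Tx and 0.9849 to 0.9876 for *Nr0b1 fl-/Y*+Tx and *Nr0b1 KO/Y* ES cells, and within the groups it was 0.9943 to 0.997. Genes are not independent replicates. In a fit with slide as a block, 23 genes differed between the slides by over 2-fold. *Nr0b1 fl-/Y*−Tx and *Nr0b1 KO/Y* ES cells share no slide, and with slide as a block 972 genes were higher and 628 lower. These counts depend on *Nr0b1 fl-/Y*+Tx array 1 against arrays 2 and 3 of that group, the only group on both slides. With normexp background correction 416 were higher and 267 lower, and with only probes well above background on all 9 arrays 586 were higher and 452 lower. They were 474 and 192 when the test was made against a fold of 2.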

We observed enhancement of spontaneous differentiation in *Nr0b1^KO/Y^* ES cells although the majority of these ES cells continued self-renewal with slow proliferation ratio. It could be true that, these ES cells might have higher incidence to loose proper pluripotency. We observed that both *Nr0b1^fl-/Y^* ES cells and *Nr0b1^KO/Y^* ES cells established in the culture without feeder cells lost the ability to contribute to chimeric embryos after injection into blastocysts with over-expression of *Klf4* and *Tbx3* (data not shown). The role of the feeder cells to settle the over-expression of *Klf4* and *Tbx3* is obscure, but it may suggest the role of *Nr0b1* in stabilizing the pluripotency-associated transcription factor network. Although its function looks not essential to maintain pluripotency as suggested by the comprehensive analyses of the network, here we disclosed the definitive function of *Nr0b1* on the regulation of 2-cell specific transcripts to limit their expression in a small subpopulation. Further analysis will reveal the role in the pluripotency-associated transcription factor network that controls pluripotency in biological sense.

## Methods

### Cell culture

EB5 ES cells (derived from male E14tg2a ES cells) were cultured with or without mouse embryonic fibroblast feeder cells treated with Mitomycin C in GMEM supplemented with 10% FCS, 1× sodium pyruvate, 1× non-essential amino acids, 10^−4^ M of 2-mercaptoethanol and 1000 U/ml of LIF.

### Plasmid construction

For generation of *Nr0b1* KO vector, genomic DNA fragments for 5′ and 3′ homology arms (Chr:X, 86191214-86195211 and 86196711-86199810 in GRCm38) as well as the floxed region containing exon 2 (Chr:X, 86195212-86196710 in GRCm38) were amplified from EB5 genomic DNA using the primer pairs Nr0b1-5′, Nr0b1-3′ and Nr0b1-flox, respectively, shown in Suplementary Table 1. The 5′ arm and the floxed region were digested with ClaI and NotI, respectively, and inserted into ClaI-NotI of *pBR-MC1DTApA* using ligation and In-fusion cloning (Clonetech), resulting in *pDTA-Nr0b1-5′+flox*. Then the 3′ arm was digested by BglII and NotI and inserted into BglII and NotI of *pDTA-Nr0b1-5′+flox*, resulting in *pDTA-Nr0b1-5′+flox+3′*. Finally, the *Frt-PGKpacΔtkpA-Frt* cassette was introduced into the BglII site of *pDTA-Nr0b1-5′+flox+3′*, resulting in *pDTA-Nr0b1 floxKO*.

The PiggyBac vectors *pPBCAG-MerCreMer-IH*, *pPBCAG-Egfp-IZ*, *pPBCAG-mCherry-IP*, *pPBCAG-rtTAM2-IN* and pPB-hCMV*-1-IRES-mCherry-pA^42^,^43^,^44^ were constructed based on *pGG131*^45^. For construction of the *Zscan4c* reporters, the *Zscan4c* promoter (Chr:7, 11003915-11006554 in GRCm38) was amplified from EB5 genomic DNA using KOD-Plus-Neo (TOYOBO) using the primer pair Zscan4c-promoter shown in Supplementary Table 1 and subcloned into *pPBCAG-mCherry-IP* by replacing *CAG* promoter and SacI-XhoI of pGL3-Basic (Promega), resulting in *pPB-Zscan4c-mCherry* and *pZscan4c-Fluc*, respectively. For inducible expression of *Zscan4c*, the entire coding region was amplified with the primer pair Zscan4c-CDS from EB5 cDNA and subcloned into pPB-hCMV*-1-IRES-mCherry-pA, resulting in pPB-hCMV*-1-Zscan4c-IRES-mCherry. The expression vector of *Nr0b1* was generated by insertion of the entire coding region of *Nr0b1* amplified from EB5 cDNA with the primer pair Nr0b1-CDS into *pPyCAG-IP*, resulting in *pPyCAG-Nr0b1-IP*. For inducible expression of Nr0b1, the XhoI-NotI fragment of Nr0b1 CDS was subcloned into pPB-hCMV*-1-IRES-mCherry-pA, resulting in pPB-hCMV*-1-Nr0b1-IRES-mCherry.

For generation of *Nr5a2* KO vector, genomic DNA fragments for 5′ and 3′ homology arms (Chr:1, 136951766-136950374 and 136944805-136943464 in GRCm38) as well as the floxed region containing exons 3 and 4 (Chr:1, 136950373-136944806 in GRCm38) were amplified from EB5 genomic DNA using the primer pairs Nr5a2-5′, Nr5a2-3′ and Nr5a2-flox, respectively, shown in Suplementary Table 1. These PCR fragments were assembled in EcoRV site of pBR-blue II, resulting in pBR-Nr5a2 5′+flox+3′. Finally, the Frt-SA-Ires-neo-pA:PGKpacΔtkpA-Frt cassette was introduced into the BamHI site flanking the 5′ end of the 3′ loxP sequence of pBR-Nr5a2 5′+flox+3′, resulting in pBR-Nr5a2 floxKO.

### Generation of inducible *Nr0b1*-null and Nr5a2-null ES cells

10^7^ EB5 ES cells were electroporated with 100 μg of linealized *Nr0b1* KO vector DNA at 800 V and 3 μF in a 0.4-cm cuvette using a Gene Pulser (Bio-Rad), followed by culture with 1.5 μg/ml of puromycin for 8 days. The resulting stem cell colonies were picked up, expanded and genotyped by PCR using the primer pairs KO-PCR1 and KO-PCR2. The correctly targeted clones (*Nr0b1^flFRT/Y^*) were seeded in a well of 48-well plate at 10^4^ cells per well, and transfected with 1 μg of circular *pCAG-FLPe-IP* plasmid using Lipofectoamine 2000 (Invitrogen) followed by the culture for 3 days. Then these transfected cells were replated and cultured with 1 μM of Gancyclovir for 8 days. The resulting stem cell colonies were picked up, expanded and genotyped by PCR using the primer pair Nr0b1-flox. The clones in which the *PGKpac*Δ*tkpA* cassette flanked by *Frt* were correctly removed (*Nr0b1^fl-/Y^*) were seeded in a well of 48-well plate at 10^4^ cells per well, and transfected with 0.25 μg of circular *pPB-CAG-MerCreMer-IH*, 0.25 μg of circular *pPB-CAG-Egfp-IZ*, and 0.5 μg of circular *pCAG-PiggyBac transposase* (*PBase*) plasmid using Lipofectoamine 2000 followed by the culture for 3 days. Then these transfected cells were replated and cultured with 200 μg/ml of Hygromycin B and 20 μg/ml of Zeocin for 8 days. The resulting stem cell colonies were picked up, expanded and assessed for the expression of Egfp by fluorescent microscopic analysis as well as the function of MerCreMer by PCR genotyping of the Tx-treated cells using the primer pair P1. Finally, two independent pairs of *Nr0b1^flFRT/Y^* and its descendant *Nr0b1^KO/Y^* ES cells were analyzed in this study. For monitoring the expression of *Zscan4c*, *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* ES cells were seeded in a well of 48-well plate at 10^4^ cells per well, and transfected with 0.5 μg each of pPB-Zscan4c-mCherry and pCAG-PBase, and 0.05 μg of *pPB-CAG-Egfp-IZ* plasmid using Lipofectoamine 2000 followed by the culture for 3 days. Then these transfected cells were replated and cultured with 20 μg/ml of Zeocin for 8 days. The resulting stem cell colonies were picked up, expanded and assessed for the expression of mCherry by fluorescent microscopic analysis. To establish ES cells carrying the inducible Zscan4c, ES cells were seeded in a well of 48-well plate at 10^4^ cells per well, and transfected with 0.5 μg each of pPB-hCMV*-1-Zscan4c-IRES-mCherry and *pCAG-PBase*, and 0.05 μg of *pPB-CAG-rtTAM2-IN* plasmid using Lipofectoamine 2000 followed by the culture for 3 days. Then these transfected cells were replated and cultured with 160 μg/ml of G418 for 8 days. The resulting stem cell colonies were picked up, expanded and assessed for the expression of mCherry in the presence of Doxycycline (1 μg/ml) by fluorescent microscopic analysis. Establishment of *Nr0b1*-null ES cells carrying the inducible *Nr0b1* was performed in the same way.

The inducible Nr5a2 KO ES cells were generated in the same way as the inducible Nr0b1 KO ES cells except for the serial KO of the second allele.

### Production of chimeric embryos

Dissociated ES cells were injected into a C57BL6 blastocyst by microinjection, which was then transferred into the uterus of a pseudopregnant female ICR mouse. Embryos were collected at 13.5 dpc to evaluate chimera contribution ability of ES cells by analyzing with fluorescence microscopy. All animal experiments confirmed to our Guidelines for the Care and Use of Laboratory animals and were approved by the Institutional Committee for Laboratory Animal Experimentation (RIKEN Kobe Institute).

### Immunostaining and Western blot

Polyclonal antibody against Tcstv1 was obtained by immunization of rabbit by purified fusion protein of GST and full-length Tcstv1 followed by the purification of antibody by affinity column. Cells were fixed with 4% of paraformaldehyde for 30 minutes at 4°C, washed with PBS containing 2% FCS, and incubated with anti-Tcstv1 antibody (1:1000) for overnight at 4°C. After washing with PBS, the cells were incubated with donkey anti-rabbit IgG Alexa-Fluor-594-conjugated antibody (Molecular Probes) for 30 minutes at room temperature. Fluorescent images were captured using an IX51 microscope with DP70 digital camera (Olympus) or a Leica SP2 confocal microscope (Leica). Western blot was performed with anti-Nr0b1 (Active Motif, #39983) and anti-Cdk2 (Santa Cruz, sc-163) for the total cell lysate of wild-type, *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* ES cells.

### FACS analysis

Cell-cycle analysis were done by staining cells with propidium iodide (SIGMA-ALDRICH) in 2 different experimental steps. As the first step, *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* ES cells were cultured in GMEM/10%FCS/LIF medium and cell-cycle status were measured. The second step is that cherry positive/negative cells were sorted from Zscan4-mCherry expressing *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* cells and analyzed.

For apoptotic assay, Annexin V-APC (BD Biosciences) staining was performed according to the manufacturer's protocol using *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* ES cell. Apoptotic cells were assessed by FACS (BD Biosciences) and analyzed by Flowjo software (Digital biology).

### Real-time PCR analysis

First strand DNA was synthesized from 500 ng of total RNA prepared by QuickGene RNA cultured cell HC kit (KURABO) in 20 μl of the reaction mixture containing oligo-dT primers using a ReverTra Ace first strand synthesis kit (TOYOBO). Real-time PCR was performed with THUNDERBIRD SYBR qPCR Mix (TOYOBO) using CFX384 Real-Time System (Bio-Rad). Sequences of primer pairs are listed in Supplementary Table 1.

### Microarray analysis

DNA microarray analyses were performed using a SurePrint G3 Mouse GE Microarray 8 × 60 K (Agilent Technologies). Microarray results were analyzed using NIA Array Analysis Software. Complete array data will be available on the GEO (NCBI) website.

### Live cell imaging

For live cell imaging, 3 clones of each *Nr0b1^KO/Y^*::*Zscan4c-mCherry* and *Nr0b1^fl-/Y^*::*Zscan4c-mCherry* ES cells were seeded 1000cells per well on a ibidi 8well chamber (Nippon Genetics) coated with poly-L-lysin (100 μg/ml; Sigma-Aldrich) and then with Ecadherin-Fc (5 μg/ml; R&D Systems). Cells were monitored in a humid atmosphere with 5% CO_2_ at 37°C under an inverted microscope (IX81, Olympus) equipped with a confocal spinning disk (CSU-X1, Yokogawa), a CCD camera (iXon, Andor) and MetaMorph imaging software (Molecular Devices). Time lapse images were taken every 1 hour with a 10× objective lens.

### Luciferase assay

For assessing the *Zscan4c* promoter activity in *Nr0b1^flFRT/Y^* and *Nr0b1^KO/Y^* ES cells, 6 × 10^4^ cells were seeded in each well of a 24-well plate and transfected with 0.4 μg of circular *pZscan4c-Fluc*, 1.6 μg of circular *pPyCAG-IP* or *pPyCAG-Nr0b1-IP*, and 0.04 μg of circular *pCMV-Rluc* plasmid (Promega) using Lipofectoamine 2000 followed by the culture for 24 hours. Luciferase assays were performed using a Dual-luciferase assay kit (Promega).

## Supplementary Material

Supplementary Information Supplementary information

Supplementary Information Supplementary Movie 1

## Figures and Tables

**Figure 1:**
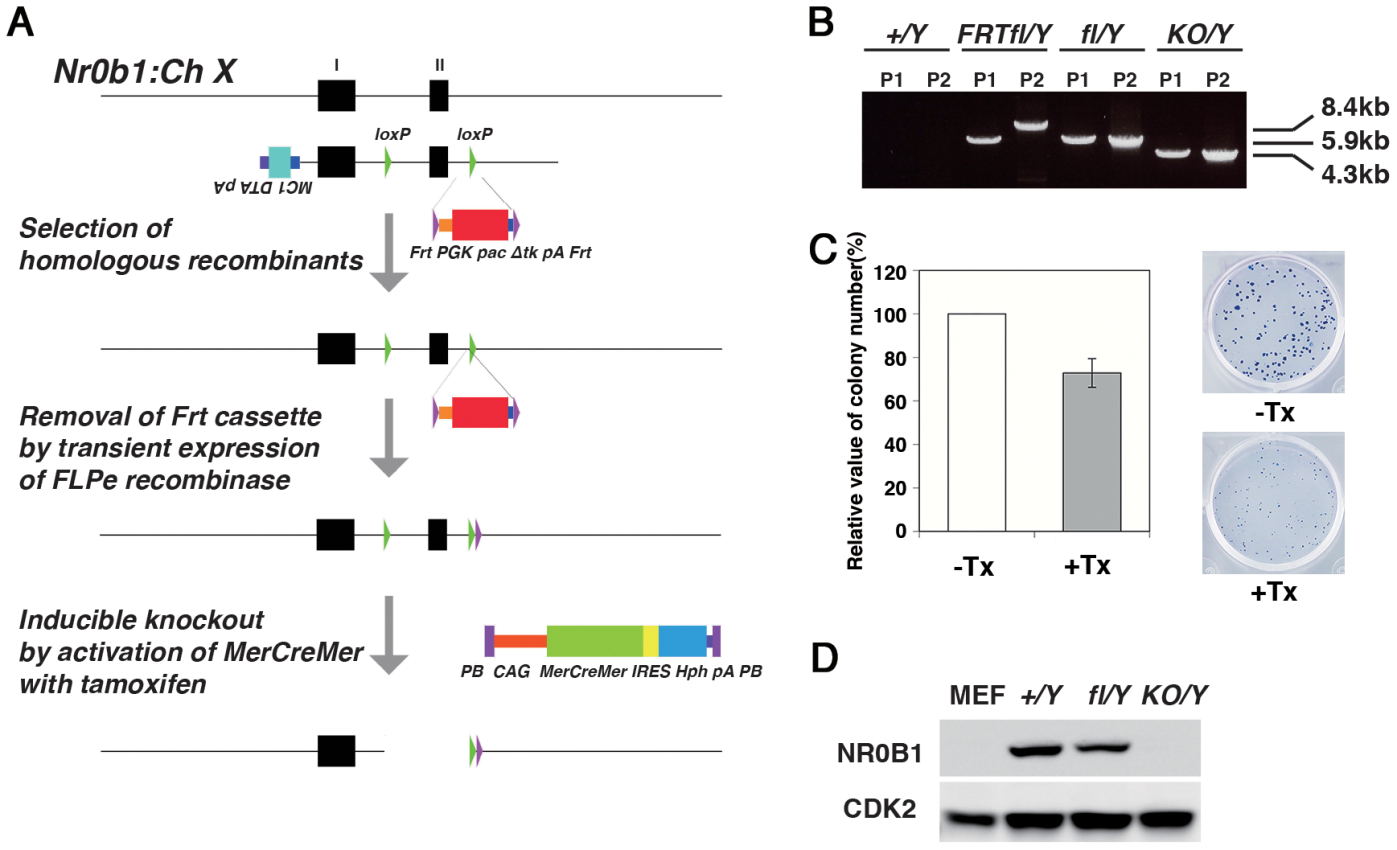
Generation of inducible *Nr0b1*-null ES cells. (a) Schematic representation of the strategy to generate the inducible *Nr0b1*–null ES cells. (b) PCR genotyping of the ES cells at each step of genetic engineering. P1 and P2 were the results of PCR with primer pairs KO PCR 1 and 2, respectively. (c) Colony formation of the inducible *Nr0b1*-null ES cells. The stem cell colonies were scored by the compact morphology after Leischman staining. Error bars indicate standard deviation (n = 3). (d) Depletion of NR0B1 protein in the *Nr0b1*-null ES cells determined by western blotting.

**Figure 2:**
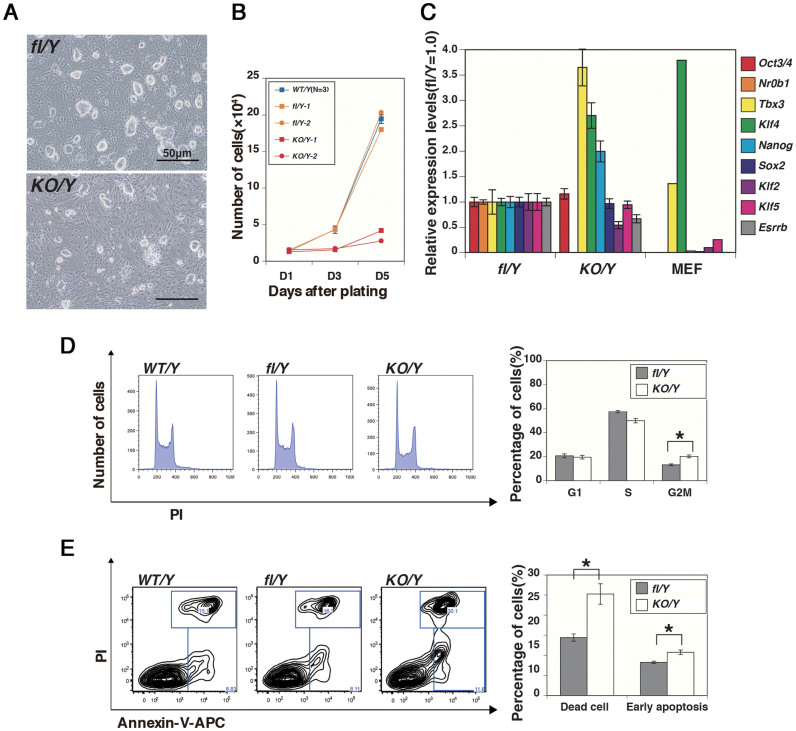
Defective proliferation of *Nr0b1*-null ES cells. (a) Colony morphologies of *Nr0b1^fl/Y^* and *Nr0b1^KO/Y^* ES cells after the culture for 5 days on feeder cells. (b) Proliferation ratio of wild-type (WT), *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells. 1 × 10^4^ cells were seeded on feeder cells and the numbers of cells were counted after 1, 3 and 5 days. Error bars indicate standard deviation (n = 3). (c) Quantitative RT-PCR analysis of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells for the expressions of pluripotency-associated genes. The level of expression of each transcript in *Nr0b1^fl/Y^* ES cells was set at 1.0. Error bars indicate standard deviation (n = 3). (d) Cell-cycle profiling of wild-type (WT), *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells by FACS with propidium iodide (PI) staining. Proportions of the cells at each cell cycle were shown in the graph with error bars indicating standard deviation (n = 3). Asterisk indicates statistic difference (P < 0.05; t-test). (e) Analysis of early apoptosis and dead cells in wild-type (WT), *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells by FACS with Annexin-V and PI staining. Proportions of the dead cells and the cells at early apoptosis were shown in the graph with error bars indicating standard deviation (n = 3). Asterisk indicates statistic difference (P < 0.05; t-test).

**Figure 3:**
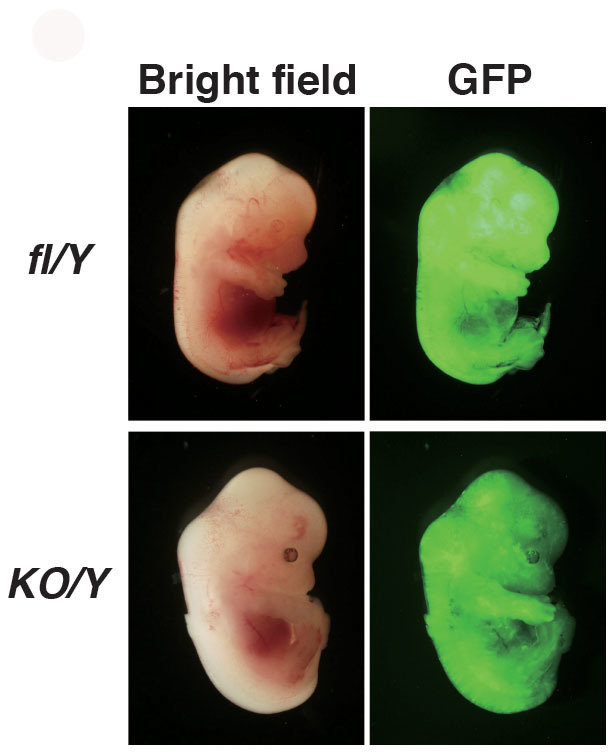
Chimeric embryos with *Nr0b1*-null ES cells. Chimeric embryos at 13.5 dpc obtained by injection of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells carrying constitutively-active *Egfp* transgene.

**Figure 4:**
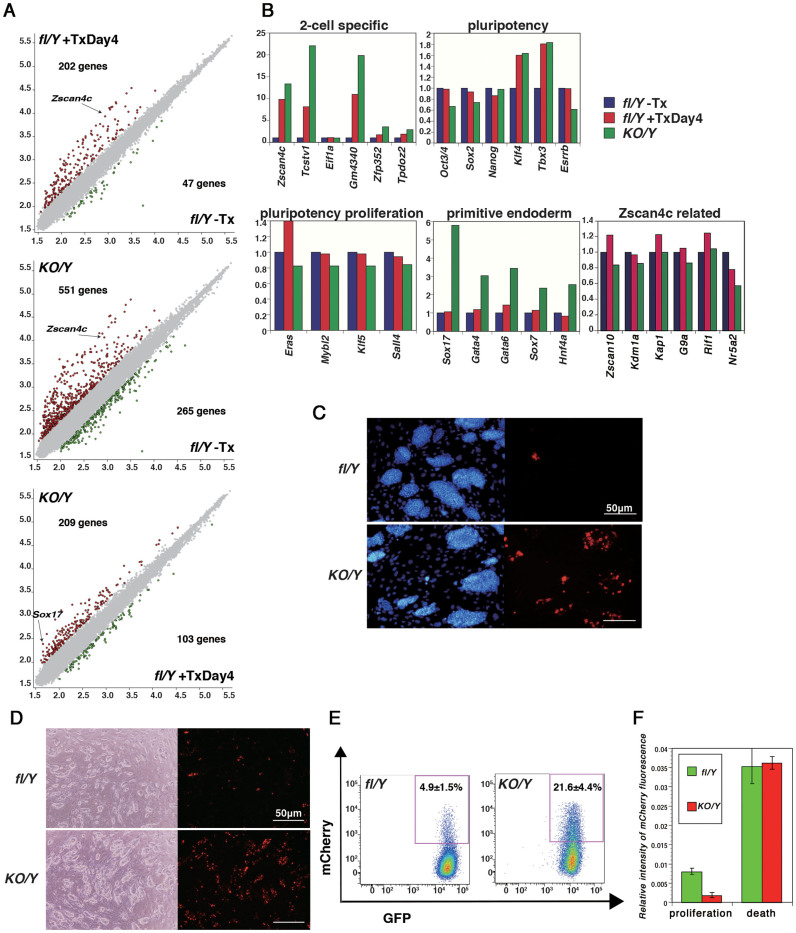
Up-regulation of 2-cell specific transcripts in *Nr0b1*-null ES cells. (a) DNA microarray analyses of *Nr0b1^fl/Y^* (fl/Y) ES cells cultured with or without tamoxifen (Tx) for 4 days, and *Nr0b1^KO/Y^* (KO/Y) ES cells. Scatter plots of log-ratios of relative expression levels were shown for each indicated pairs. The genes shown statistic difference (>2-fold, FDR = 0.05) were highlighted with red or green colors. (b) Highlight of the relative gene expressions of each category from the microarray data sets. (c) Immunostaining of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells for Tcstv1. (d) Fluorescent photomicrograph of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells carrying *pPB-Zscan4c-mCherry*. (e) FACS analysis of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells carrying *pPBCAG-Egfp-IZ* and *pPB-Zscan4c-mCherry*. (f) Fluorescent intencity of mCherry in *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells carrying *pPB-Zscan4c-mCherry*. The cells undergoing proliferation and cell death were identified in live imaging and the fluorescent intensities were measured. The average intensities in each genotype are indicated with standard error.

**Figure 5:**
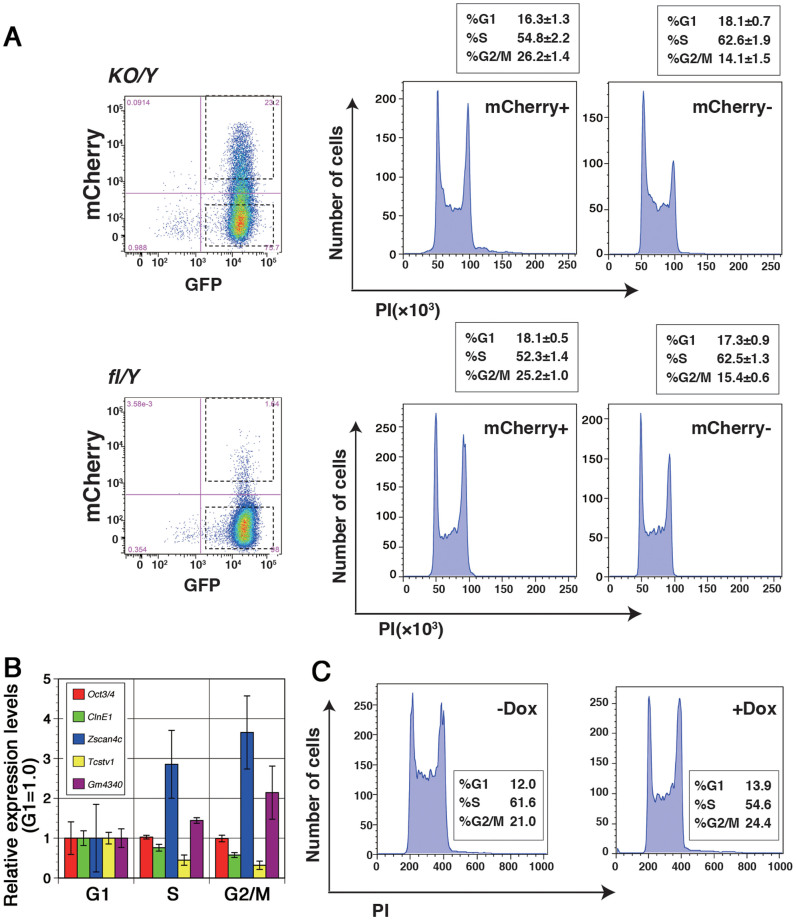
Enrichment of G2 phase by *Zscan4c* expression. (a) Cell-cycle profiles of Zscan4c-mCherry positive and negative cells of *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells. Each fraction was sorted and analyzed by PI staining. Proportions of the cells at each cell cycle were shown in the box with error values indicating standard deviation (n = 3). (b) Cell-cycle-dependent expression of Zscan4c in ES cells. ES cells at different cell-cycle phases were separaed by FACS based on the Fucci system and the expressions of the indicated genes were quantified by Quantitative RT-PCR. The level of expression of each transcript at G1 phase was set at 1.0. Error bars indicate standard deviation (n = 3). (c) Cell-cycle profiles of ES cells with or without the expression of the Zscan4c transgene. ES cells carrying the doxycline (Dox) inducible Zscan4c transgene were cultured with or without Dox for 2 days and analyzed by PI staining. Proportions of the cells at each cell cycle were shown in the box.

**Figure 6:**
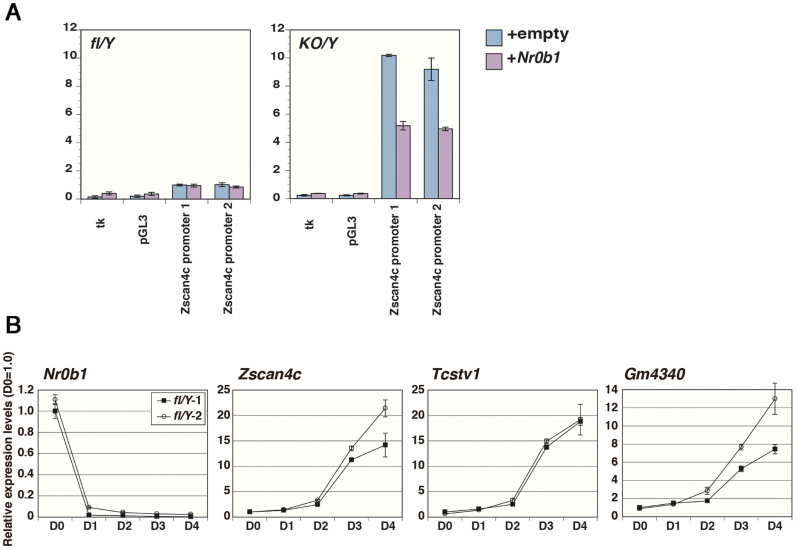
Transcriptional repression of *Zscan4c* by Nr0b1. (a) The activity of the Zscan4c promoter in *Nr0b1^fl/Y^* (fl/Y) and *Nr0b1^KO/Y^* (KO/Y) ES cells. The relative luciferase activity of *pZscan4c-Fluc* was measured by dual-luciferase assay with or without the expression of exogenous Nr0b1. Error bars indicate standard deviation (n = 3). tk (tk-luc) acts as a negative control. (b) Quantitative RT-PCR analysis of *Nr0b1^fl/Y^* (fl/Y) ES cells cultured with Tx for the expressions of 2-cell specific transcript genes. The level of expression of each transcript in *Nr0b1^fl/Y^* ES cells was set at 1.0. Error bars indicate standard deviation (n = 3). The results of two independent experiments were shown.

**Figure 7:**
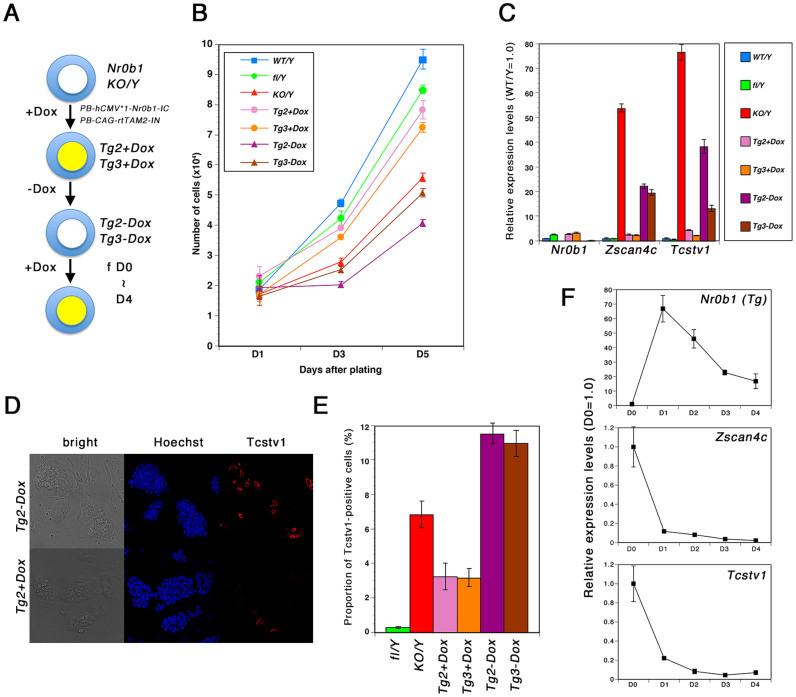
Phenotypic reversion of *Nr0b1*-null ES cells by inducible expression of Nr0b1 transgene. (a) The scheme of the rescue experiments of *Nr0b1*-null ES cells with tetracycline-inducible *Nr0b1* transgene. (b) Proliferation ratio of wild-type (WT), *Nr0b1^fl/Y^* (fl/Y), *Nr0b1^KO/Y^* (KO/Y) and *Nr0b1^KO/Y^* with inducible *Nr0b1*-transgene (clones Tg2 and Tg3) ES cells. 1 × 10^4^ cells were seeded on feeder cells and the numbers of cells were counted after 1, 3 and 5 days. Error bars indicate standard deviation (n = 3). (c) Quantitative RT-PCR analysis of wild-type (WT), *Nr0b1^fl/Y^* (fl/Y), *Nr0b1^KO/Y^* (KO/Y) and Tg ES cells for the expressions of 2-cell specific transcripts. The level of expression of each transcript in *Nr0b1^fl/Y^* ES cells was set at 1.0. Error bars indicate standard deviation (n = 3). (d) Immunostaining of *Tg2 + Dox* and *Tg2 − Dox* ES cells for Tcstv1. Photomicrographs were captured with confocal microscopy. (e) Proportion of Tcstv1-positive cells in Tg ES cells cultured with or without Dox. 10 images captured with confocal microscopy were quantified for each genotype. The average proportions are indicated with standard error. (f) Quantitative RT-PCR analysis of *Tg2-Dox* ES cells cultured with Dox for the expressions of *Nr0b1* transgene and 2-cell specific transcript genes. The level of expression of each transcript in *Tg2-Dox* ES cells was set at 1.0. Error bars indicate standard deviation (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

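RNA of 3 groups of male mouse ES cells was measured on 9 arrays, 3 per group: *Nr0b1 fl-/Y*−Tx, *Nr0b1 fl-/Y*+Tx after 4 days with Tx, and *Nr0b1 KO/Y* ES cells several passages after the deletion. The paper describes the samples as biological triplicates. The sources used here do not say which array holds which replicate, so arrays are numbered by their position on the slides. The authors made the intensity values with Agilent Feature Extraction, as the file headers state: each value is a processed Cy3 intensity of a spot on a linear scale after subtraction of the local background. A table of the series deposited by the authors holds 1 signal column per group on a linear scale. Its values equal the geometric mean of the scaled signals of the 3 arrays of the group, with a log2 offset of 0.1685, 0.1657 and 0.1665 for the 3 groups (SD over features 2.5e-07). The paper states that NIA Array Analysis Software was used, and its settings are not given in the sources used here.

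Each array holds 59305 spots apart from controls, for 55681 different probes and 35019 different gene names or identifiers, of which 27235 probes were named through a RefSeq accession and 502 probes have no chromosome coordinate. Coordinates are those of the array annotation, on mm9. Between 28820 and 32516 probes per array were well above background, 117 to 178 spots were marked as outliers and 0 were saturated, and the median coefficient of variation of replicate spots was 4.97% to 5.59%. The precision of each comparison is set by 3 arrays per group, and folds of genes near background are limited by the lowest signal that was well above background.

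Intensities were put on a log2 scale in R 4.3.3 with data.table 1.17.8, and the 75th percentile of each array was subtracted. Outlier spots were left out, the spots of a probe were averaged, probes well above background on every array of at least 1 group were kept, and the brightest probe stood for a gene. The 22443 genes left were tested with limma 3.58.1 (lmFit and eBayes) in 1 fit of all 9 arrays, for the 3 comparisons between groups, with Benjamini-Hochberg adjustment. A gene was called at over 2-fold and an adjusted p under 0.05. The 21 gene lists were tested with camera at a preset correlation of 0.01, with 63 tests adjusted together. They held 2-cell genes (those the study shows, and others), regulators of 2-cell genes, pluripotency, primed epiblast, primitive endoderm (those the study shows, and others), trophectoderm, mesoderm, neuroectoderm, germline, fibroblast, steroidogenic, LIF and Stat3, interferon, stress, p53, G1/S, G2/M, telomere and recombination, and imprinted genes. The list of other 2-cell genes at first held *Zscan4c* through an alias of *Zscan4d*, and that entry was taken out after the values of the list had been seen, so that no gene stands in both 2-cell lists. The genes named in the text are those the paper names for its arrays, the 10 genes with a symbol that rose most and the 10 that fell most among called genes whose groups did not overlap, and up to 4 called members of each list with the largest change, in each comparison. Other members of a list are named where a list's count is described and were chosen after their values were seen.

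The correlation between comparisons was set beside 50 simulated draws of unchanged groups against the same control arrays, and the overlap was also counted with separate control arrays for the 2 comparisons, a setting chosen after seeing the data. Alternatives changed 1 choice at a time: normexp background correction with an offset of 50, quantile normalization, scaling by the median of probes well above background, no filter on dim probes or a stricter one, a floor on low signals of 10 to the power 1.5, slide as a block or a fit of only the compared arrays on the slide that holds both groups (3 against 1 for +Tx over −Tx and 3 against 2 for KO/Y over +Tx), other estimates of the variance (with an intensity trend, without moderation, or the larger of a gene's own variance and that of 500 neighbouring genes), no fold limit or a test against a fold of 2, the mean of a gene's probes or every probe on its own, outlier spots kept, only the 6 arrays compared, each array left out, the series table of the authors, and for lists an estimated correlation, fry or a slide block.

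The method was tested on simulated data. Of 100 genes given a 3-fold change, 98, 97 and 96 were called in the 3 comparisons. Of 100 genes given a 1.5-fold change, 62, 67 and 56 passed the adjusted p and 0, 0 and 2 were called. Among unchanged genes 1, 1 and 0 were called. A list of 30 genes shifted 2-fold passed camera in all 3 comparisons, and of 100 lists that were not shifted 1, 0 and 0 had a p under 0.05. This does not show how often camera passes unshifted lists whose genes correlate as in the real lists. The estimated correlation was 0.328 for the fibroblast and 0.694 for the interferon genes. Wild-type ES cells, which the paper compares without showing data, and the measurements of the paper other than these arrays were not analysed here.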

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

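The lists below were fixed in advance, but the limit of 0.3 for the size of a median log2 fold change was chosen after the medians had been seen. Every result below also had an adjusted p under 0.05 from camera with a preset correlation. Medians of interferon and primed epiblast genes that passed 0.3 without such a p were not flagged. The flagged results stand out as signal in gene lists that the paper does not examine as lists on its arrays, although it discusses the G2/M phase and telomeres. None of them had an adjusted p under 0.05 with an estimated correlation, which is given beside each median.

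The trophectoderm genes had a median log2 fold change of 0.791 in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 0.000532 from camera, adjusted p = 0.0545 with an estimated correlation) and of 0.622 over *Nr0b1 fl-/Y*+Tx ES cells (adjusted p = 4.27e-07, and 0.0545 with an estimated correlation). The germline genes had a median of 0.632 over −Tx (adjusted p = 0.00209, and 0.149 with an estimated correlation) and of 0.607 over +Tx ES cells (adjusted p = 0.000355, and 0.116 with an estimated correlation). In *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells the mesoderm genes had a median of 0.482 (adjusted p = 0.0377, and 0.192 with an estimated correlation). The imprinted genes had a median of 0.5 there (adjusted p = 0.00274, and 0.0555 with an estimated correlation), and the p53 target genes had 0.364 (adjusted p = 9.86e-05, and 0.0545 with an estimated correlation).

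The genes of the G1/S phase had a median of -0.407 in *Nr0b1 KO/Y* over *Nr0b1 fl-/Y*−Tx ES cells (adjusted p = 6.75e-05, and 0.116 with an estimated correlation), and those of the G2/M phase had -0.397 (adjusted p = 0.000215, and 0.248 with an estimated correlation). The genes of telomeres and recombination had a median of -0.58 there (adjusted p = 0.00234, and 0.19 with an estimated correlation) and of -0.343 in *Nr0b1 fl-/Y*+Tx over −Tx ES cells (adjusted p = 0.00651, and 0.227 with an estimated correlation). The fibroblast genes had a median of 0.375 in *Nr0b1 fl-/Y*+Tx over −Tx ES cells (adjusted p = 6.64e-12, and 0.123 with an estimated correlation) and of 0.666 in *Nr0b1 KO/Y* over −Tx ES cells (adjusted p = 6.84e-13, and 0.116 with an estimated correlation). With slide as a block these 2 medians were 0.311 and 0.588. The ES cells were cultured with or without fibroblast feeders, and the sources used here do not say which culture was used for the arrays. All 28 fibroblast genes were above background on every −Tx array. All 28 were also higher in KO/Y over −Tx ES cells at an adjusted p under 0.05 from limma. Whether a different share of fibroblast RNA moved the other flagged medians was not tested.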

How the results depend on the processing

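No paired analysis was possible because the sources used here do not say which array holds which replicate. Of 216 calls of named genes, 62 were lost with normexp background correction, 69 in the test against a fold of 2, 29 with a floor on low signals, 16 with slide as a block and 9 with the larger of own and neighbouring variance, and 8 of 121 were lost within a slide. Of the named calls 27 of 53 (+Tx over −Tx), 59 of 95 (KO/Y over −Tx) and 36 of 68 (KO/Y over +Tx) were kept in every setting. Over the results and settings not given below, 13535 were the same, 239 weaker, 119 stronger and 293 moved. The lost calls of named genes counted above are among the weaker ones.

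The counts of genes higher and lower were, for +Tx over −Tx, KO/Y over −Tx and KO/Y over +Tx, 154 and 52, 416 and 267, 195 and 61 with normexp; 171 and 31, 474 and 192, 144 and 43 in the test against a fold of 2; and 2678 and 3302, 4610 and 5923, 2710 and 3171 with no fold limit. With only probes well above background on all 9 arrays, where fewer genes are tested, they were 209 and 93, 586 and 452, 229 and 149. With every probe counted on its own, 265, 1016 and 406 were lower. With no fold limit the overlap was 2190 higher and 2650 lower genes, where independent lists would share 550.1 and 871.4. With separate −Tx arrays for the 2 comparisons, chosen after seeing the data, it was 302 to 329 higher and 80 to 101 lower genes. Of the 63 list tests, 38 passed with the preset correlation, 0 with an estimated correlation, 52 with fry and 36 with a slide block.

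The median of the other 2-cell genes was 1.18, 2.489 and 0.747 in the 3 comparisons with normexp. In +Tx over −Tx it was 2.376 without a filter and 1.915 with a floor. In KO/Y over −Tx it was 3.766 without a filter, 3.703 with only probes well above background on all 9 arrays and 3.517 with a floor, and in KO/Y over +Tx it was 0.746 with only those probes. Leaving out an array gave 2.61 to 2.946 in +Tx over −Tx. The median of the other endoderm genes in KO/Y over −Tx was 0.874 with normexp, 0.978 without a filter and 0.993 with only probes well above background on all 9 arrays, and 0.956 to 1.263 when an array was left out. In KO/Y over +Tx it was 0.602, 0.711 and 0.624 in the same order and 0.704 with a floor. With quantile normalization the median of the pluripotency genes was -0.342 in KO/Y over −Tx and -0.049 in +Tx over −Tx. The chromosome with the largest median had -0.069 in +Tx over −Tx and -0.085 in KO/Y over −Tx with slide as a block, and -0.04 in KO/Y over +Tx with only probes well above background on all 9 arrays. *E330014E10Rik* in +Tx over −Tx reversed to -0.25 with only those probes, since another probe of the gene is then used.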

Differences from the paper's values

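Counts are set beside those of the paper at the thresholds it states, over 2-fold and a false discovery rate of 0.05. For genes higher in *Nr0b1 fl-/Y*+Tx over −Tx ES cells the paper gives 202 and here there were 392. The count was within 1.5 times the paper's in 6 of 27 settings (normexp 154, only probes well above background on all 9 arrays 209, a floor on low signals 267, the larger of own and neighbouring variance 303, the test against a fold of 2 with 171, and only the slide that holds both groups 298, which rests on 1 +Tx array), and in no other. For genes lower, Fig. 4a gives about 47 and here there were 171, within that range with normexp alone (52). For *Nr0b1 KO/Y* over −Tx ES cells, Fig. 4a gives about 550 genes higher, against 1059 here, with 4 of 26 settings in range (normexp 416, only probes well above background on all 9 arrays 586, a floor 779, and the test against a fold of 2 with 474). It gives about 270 lower in Fig. 4a, against 638 here, with 2 of 26 in range (normexp 267 and the test against a fold of 2 with 192). For *Nr0b1 KO/Y* over +Tx ES cells the paper gives 209 higher, against 532 here, with 3 of 27 in range (normexp 195, only probes well above background on all 9 arrays 229, and the test against a fold of 2 with 144). It gives 103 lower, against 235 here, with 1 of 27 in range (only probes well above background on all 9 arrays, 149).

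The folds of Fig. 4b were read by eye, as KO/Y over −Tx unless stated. *Tcstv1* is about 22 in Fig. 4b, while here it was 33.2, in range with normexp (17.2), without fl/Y -Tx array 1 (31.5) and without KO/Y array 2 (31.7). *Zfp352* is about 1.7 in Fig. 4b in +Tx over −Tx and 0.961 here, and about 3.5 in Fig. 4b in KO/Y over −Tx and 0.992 here, in range with the mean of the gene's probes (2.13 and 4.09). *Tdpoz2* is about 2.9 in Fig. 4b, while here it was 5.5 (normexp 2.24). *Gata4* is about 3.0 in Fig. 4b, while here it was 5.32 (normexp 2.46), and *Gata6* is about 3.4 in Fig. 4b, while here it was 5.82 (normexp 2.79). *Sox7* is about 2.3 in Fig. 4b, while here it was 6.47 (normexp 1.88, a floor 2.92), and *Hnf4a* is about 2.5 in Fig. 4b, while here it was 4.1 (normexp 2.15, slide as a block 3.28). The other settings did not bring these folds into range.

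The paper states that *Eras* and *Mybl2* did not alter in +Tx ES cells. Here they passed the adjusted p without the fold limit, at log2 fold changes of 0.408 and -0.277 (adjusted p = 0.00401 and 0.0118 from limma), with -0.129 (adjusted p = 0.183 over all probes) for the second probe of *Mybl2*, while *Klf5* and *Sall4* did not pass it (adjusted p = 0.151 and 0.563 from limma). The paper states that *Zfp206* (*Zscan10*) was not affected. Here its log2 fold change in KO/Y over −Tx ES cells was -0.426 (adjusted p = 0.00145 from limma), under 2-fold, with -0.327 (adjusted p = 0.0574 over all probes) for its second probe, and 0.025 in +Tx over −Tx ES cells.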

Other observations

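All tests of explanations below had their predictions written before their results were seen. Genes of other lineages differed in *Nr0b1 KO/Y* from *Nr0b1 fl-/Y*−Tx ES cells. Of 17 trophectoderm genes 6 were higher and 1 lower, also when adjusted over the list alone: *Tfap2a* and *Krt18* had log2 fold changes of 2.315 and 1.805, *Cdx2*, a transcription factor gene of trophectoderm, had 1.04, and *Tfap2c* had -1.383. In +Tx over −Tx ES cells 2 of the 17 genes were higher and 3 were lower, and the median was 0. Of 22 germline genes 8 were higher and 2 lower in KO/Y over −Tx ES cells, among them *Tuba3a* at 3.023, *Dazl*, an RNA-binding protein gene of germ cells, at 2.022 and *Rhox5* at -2.658. Of 11 mesoderm genes 4 were higher (*Hand1*, *Gsc* at 1.204, *Snai1* at 1.009 and *T* at 1.006) and *Bmp4* was lower at -1.338, and *Snai1* lost its call with slide as a block (0.942) and without −Tx array 1 (0.976). The calls of *Dazl*, *Gsc* and *Snai1* were also lost with normexp background correction. Of 20 imprinted genes 4 were higher and 2 lower, with *Mest* at 3.841 and *Phlda2* at -1.096. *Nnat*, not well above background in −Tx ES cells, was at least 1.58-fold higher. Its call, at a log2 fold change of 1.581, was lost with slide as a block (0.993), with normexp background correction (0.347) and with a floor on low signals (0.194). The 4 probes of *Plagl1* ranged from -0.217 to 1.941, and its call was lost with the mean of its probes (0.903).

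Of 24 p53 target genes 3 were higher in KO/Y over −Tx ES cells (*Ddit4l* 1.383, *Pmaip1* 1.182 and *Sesn1* 1.057, the last lost with slide as a block at 0.961, with normexp background correction at 0.965 and without KO/Y array 3 at 0.993). Of 22 genes of the G1/S phase *Ccne1* was lower at -1.057, a call lost with quantile normalization (-0.968). By limma none of 24 genes of the G2/M phase was called, and 18 were lower and 0 higher at an unadjusted p under 0.05. Of 16 genes of telomeres and recombination, *Smc1b*, a meiotic cohesin gene, was higher at 2.315, and *Terf2*, of the telomere-binding complex, was lower at -1.465, a call lost with the mean of its probes (-0.991). Of 28 fibroblast genes *Lum* was called, at 1.117, and lost with slide as a block (0.844), while all 28 were higher at an adjusted p under 0.05 with no fold limit (0.233 to 1.117). No list that follows had an adjusted p under 0.05 from camera in any comparison. Medians in +Tx over −Tx, KO/Y over −Tx and KO/Y over +Tx were 0.106, -0.304 and -0.054 for primed epiblast, -0.123, -0.288 and -0.119 for neuroectoderm, 0.243, 0.014 and -0.129 for steroidogenic, -0.367, 0.506 and 0.562 for interferon, 0.111, -0.273 and -0.107 for LIF and Stat3, and 0.155, 0.199 and 0.137 for stress genes. With slide as a block they were, in the same order of lists, 0.069, -0.37 and -0.072, -0.126, -0.079 and -0.13, 0.226, 0.29 and -0.011, -0.488, -0.148 and 0.492, 0.046, -0.241 and -0.111, and 0.067, 0.062 and 0.155. In +Tx over −Tx the mean was negative for primed epiblast (-0.023) and for LIF and Stat3 genes (-0.022), and camera pointed up for neuroectoderm.

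The other 2-cell genes had a median log2 fold change of 2.851 in +Tx over −Tx ES cells, while arrays of these groups lie on 2 slides. A difference between the slides as the whole cause would bring the median on the slide that holds both groups under 50% of this value. It was 2.832 there, with 1 +Tx array. This argues against the slides as the cause. Near-identical copies of these genes can share probes, and which copy rose stays open. In KO/Y ES cells, several passages after the deletion, the median over −Tx ES cells was 4.051 (3.901 to 4.171 on the 3 arrays), so these genes were also higher in cells other than those of the 4-day culture with Tx. A part of Tx itself in the rise of +Tx ES cells stays open, as no cells without the floxed gene were given Tx.

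The other endoderm genes had a median of 0.994 in KO/Y over +Tx ES cells. On the slide that holds both groups it was 0.92, which argues against the slides as the cause. The fibroblast genes had a median of 0.282, with quartiles of 0.106 and 0.4, against quartiles of 0.363 and 2.158 for the endoderm genes (two-sided permutation test of ranks over genes, 100000 resamples, p = 0.001), which argues against RNA of feeder fibroblasts as the whole cause. The log2 signals above the 75th percentile of the abundant fibroblast genes *Col1a1*, *Col1a2* and *Col3a1* were 6.08, 7.217 and 3.569 in +Tx and 6.355, 7.485 and 4.276 in KO/Y ES cells, and all 28 fibroblast genes were above background on every −Tx array. A different share of spontaneously differentiating cells and a change in each cell stay open on these arrays and were not tested here. The paper stained for Sox7, Sox17 and Gata4 and saw them clustered where colonies looked differentiated. From this it proposes more spontaneous differentiation in *Nr0b1 KO/Y* ES cells.

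Genes changed between KO/Y and −Tx ES cells were also set against gain or loss of a whole chromosome, which would move the median of that chromosome's genes by 0.3 or more. The chromosome with the largest median was chromosome 8, at -0.126, and the chromosomes apart from Y (0.03, 12 genes) ranged from -0.126 to -0.03, which argues against it. Gains of part of a chromosome or in part of the cells were not tested. Of 10 splits of the 6 arrays of each comparison, 1 gave as many called genes as the real split, the real one itself: 541, 1701 and 758 genes for +Tx over −Tx, KO/Y over −Tx and KO/Y over +Tx, against at most 0 in the other splits. These splits are too few for a share under 0.05.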
